# Sex-associated transcriptional changes to synovial macrophages in the aging joint

**DOI:** 10.3389/fimmu.2026.1724385

**Published:** 2026-03-03

**Authors:** Matthew Dapas, Erica N. DeJong, Yidan Wang, Cally Mills, Samuel D. Dowling, Meghan L. Mayer, Tyler Therron, Samuel D. Hamilton, Carla M. Cuda, Dawn M. E. Bowdish, Deborah R. Winter

**Keywords:** aging, CITE-seq, joints, macrophage, synovial macrophages

## Abstract

**Background:**

Synovial macrophages are critical to tissue maintenance and immune homeostasis in the joints. However, the function of synovial macrophages is compromised with age, leading to increased susceptibility to chronic inflammation and arthritis. Here, we compare the transcriptional heterogeneity of synovial macrophages in young and old joints from male and female mice to better understand the impact of aging and the role of sex.

**Methods:**

We compared synovial macrophage composition and transcriptional profiles in young vs. old joints from male and female mice using single-cell RNA sequencing with cell-surface protein detection (CITE-seq).

**Results:**

We defined five major synovial macrophage subpopulations: CX3CR1+ lining, CD163+ interstitial, MHCII+ monocyte-derived, Ly6C+ infiltrating, and *Ctsk*-expressing osteoclast-like cells, across age and sex. Ly6C+ macrophages were expanded in old mice of both sexes compared to young, while CX3CR1+ lining macrophages were reduced. MHCII+ macrophage proportion differed between sexes, with *Arg1*-expressing cells driving an increase in females and a decrease in males with age. Age-associated differential expression was positively correlated between sexes in the CX3CR1+ and CD163+ subpopulations and negatively correlated in the MHCII+ subpopulations. Significantly enriched pathways included upregulated electron transport chain signaling in interstitial macrophages in both sexes and significantly downregulated MAPK signaling in *Ctsk*+ macrophages in females. Trajectory analysis suggested that the aging synovial macrophage compartment was depleted for transitional cells, which may indicate a macrophage differentiation defect.

**Conclusions:**

In summary, we report on both conserved age-related changes and those that differed between males and females. Our results provide insights on how macrophage heterogeneity changes with age in a sex-dimorphic manner and lays the foundation for research into their role in age-associated diseases, such as arthritis.

## Introduction

Macrophages reside in the tissue of all synovial joints in the body, including ankles and knees. Synovial macrophages are critical to joint health through maintaining tissue homeostasis and structural integrity. On the other hand, synovial macrophages can drive the development of joint inflammation associated with arthritis (1). Macrophages also contribute to cartilage degradation (2, 3) and are drivers in mouse models of both osteoarthritis (OA) (4–7) and rheumatoid arthritis (RA) (8–12). Similarly, studies using clinical samples have implicated synovial macrophages as potential sources of diagnostic and response biomarkers in OA and RA (13–18). A key challenge in these studies is accounting for natural variation across sex and age. Age is the primary risk factor in OA (19–21), and both RA and OA are more prevalent in women (22, 23). Thus, investigating macrophage heterogeneity throughout life in both sexes is critical to better understanding the development and progression of these diseases.

Aging macrophages exhibit impaired function, increased inflammatory profiles, and have been implicated in a wide variety of age-associated diseases (24–26). With age, macrophages become less effective at key functions including phagocytosis, metabolism, antigen presentation, and clearance of senescent cells (27–32). Moreover, macrophages play a key role in “inflammaging,” the chronic low-grade inflammation associated with aging (33, 34). Macrophages mediate inflammaging through the production of pro-inflammatory cytokines, release of destructive enzymes, and recruitment of inflammatory cells (24, 35). A key characteristic of inflammaging is the skewed production of myeloid cells, particularly monocytes, in the bone marrow and spleen (36–40). Myeloid skewing, in combination with premature exit from the bone marrow, leads to increased numbers of immature circulating monocytes (30, 31, 41, 42). We have shown previously that aged monocytes are distinct from young monocytes on the transcriptional and epigenomic level (43). However, more investigation is needed to understand how aged monocytes, which may differentiate into macrophages in the tissue, influence macrophage composition in the joint.

In general, tissue macrophages derive from either embryonic precursors or monocytes as part of adult hematopoiesis (44–49). Over time, embryonically derived macrophages may be replaced by monocyte-derived macrophages that are functionally similar (50–57). Regardless of their origin, macrophages are capable of adapting to signal in the local environment through the combinatorial activity of cell-type and tissue-specific transcription factors (58, 59). In the joints of young healthy adult mice, expression of MHC-II distinguishes monocyte-derived macrophages from long-lived tissue-resident macrophages (10). Moreover, Culemann et al. demonstrated that CX3CR1 marks the synovial lining macrophages at steady-state with CX3CR1- macrophages localized to the interstitium or sublining (8). However, the composition of synovial macrophages changes drastically in inflammatory conditions with an influx of infiltrating monocytes (8, 10, 60). Macrophages derived from these pro-inflammatory monocytes are distinct from those that differentiate at steady-state (10, 52, 61, 62). Aging macrophages in other tissues demonstrate an increased proportion of monocyte-derived macrophages (54, 63). To our knowledge, no study has investigated synovial macrophage heterogeneity in aging.

Here, we use single-cell RNA-sequencing (scRNA-seq) to profile CD64+ synovial macrophages from the joints of young and old mice of both sexes. We define five major macrophage subpopulations and compare their proportions with aging in male and female mice. We also perform differential expression analysis to identify age-associated transcriptional changes. Finally, we infer differentiation trajectories and compare the density of samples across pseudotime based on age and sex. Our results reveal the sex-associated changes to synovial macrophages in the aging joint and lay the foundation for future studies of aging macrophages.

## Methods

### Mice

Male and female C56BL/6 mice were euthanized at approximately 8 (young) or 22 months (old) for this study (n=5 per sex/age). Mice were purchased from JAX and aged in house by the Bowdish Lab in pathogen-free conditions under the Institutional Animal Utilization protocols approved by McMaster University. At McMaster, mice were provided with nestlets, huts, and running wheels and fed Teklad aging diet with a 12-hr light cycle. Mice were shipped to Northwestern University and allowed to recover in quarantine for 4 months prior to euthanasia. Euthanasia was carried out via CO2 asphyxiation at 30-70% chamber volume per minute followed by cervical dislocation.

### Isolation of synovial macrophages

Both ankles from mice were dissected and skin was removed. Ankles were perfused with 3mL of digestion buffer (dispase II, collagenase D, and DNase I in 1xHBSS), and the synovium was exposed by cutting along the Achilles tendon into the joint space. The ankles were incubated in 1mL of additional digestion buffer for one hour at 37 °C in an orbital shaker. Post-digestion, the ankles and digestion buffer were filtered using a 40μm nylon mesh filter twice, and remaining synovial tissue was agitated against the mesh for optimal cell recovery. Erythrocyte lysis was performed using 1x PharmLyse and the single-cell suspensions were pooled by sex/age group to maximize cell recovery and stained for flow cytometry, followed by staining with viability dye, surface antibodies, and antibody-derived tags (ADT). Macrophages were isolated by fluorescence-activated cell sorting (FACS) based on a gating strategy for live CD45+CD11B+CD4/8/19/NK1.1-Ly6G-SiglecF-CD64+ as described previously (64) (**Supplementary Table 1**; **Supplementary Figure 1**). Identical gates were applied to each sample group. To mitigate batch effects, female samples (young and old) were processed together in parallel on the same day, and male samples (young and old) were processed together the following day. Due to animal death and mice removed from studies for health, the number of female samples pooled was reduced (n=4 for old, n=3 for young).

### Generation of single-cell libraries

Cellular Indexing of Transcriptome and Epitopes by sequencing (CITE-seq) was performed using the 10x Genomics 3’ GEX v3 and Feature Barcoding kits by the Metabolomics Core Facility (Genomics Services) at Northwestern University. BioLegend TotalSeq™-A mouse antibodies were used for profiling single-cell surface protein expression (**Supplementary Table 2**). Libraries were sequenced on an Illumina NextSeq 2000 targeting 40,000 reads per cell. The *cellranger v.7.1.0* pipeline was run with the mm10-2020-A reference transcriptome.

### Quality control

Gene expression counts were analyzed using Seurat v5.2.1 (64). Cells with low gene diversity (<200 unique genes) or low unique molecular identifier counts (<5000) were removed from consideration (**Supplementary Figures 2A-C**). Cells were filtered if their proportion of reads mapped to mitochondrial DNA exceeded 0.05 and their low-quality posterior probability was greater than 0.75 according to the bivariate regression models implemented in the miQC package (65). Doublets were predicted using scDblFinder (66) and removed. Summary cell numbers and quality control metrics can be found in **Supplementary Table 3**.

### Cell type annotation

Single-cell gene expression profiles were normalized and merged on 2,000 variable features using Seurat’s SCTransform procedure (67) with v2 regularization (68). Uniform manifold approximation and projection (UMAP) (69) embeddings were calculated on the top 20 PCs of the transformed variable genes with n=35 neighbors. Cell clustering was performed using Seurat’s nearest-neighbor clustering with k=20 on the top 20 PCs with 0.4 resolution. Cells were annotated according to the expression of cluster-specific gene markers, and highly correlated clusters were grouped (**Supplementary Figures 2D-G**). Macrophage cell clusters were retained for downstream analyses.

### Statistical analyses

Statistical differences in cell type proportions between groups was assessed using scProportionTest (70) with 10,000 permutations and false discovery rate (FDR) correction. Intercellular heterogeneity was measured as the average Euclidean distance from each cell’s coordinates in PC space (n=20) to the PC centroid of all cells for a given sample. To derive transcriptional divergence, pseudobulk expression aggregates were first normalized by downsampling without replacement to a shared mapping depth of 1 million reads, and then transcriptional divergence was calculated as the ratio between the mean expression of the top half and lower half of genes ranked by total expression (*https://github.com/DRWinterisCoding/DivergenceCalculator*). Differential gene expression was calculated using the FindMarkers() function in Seurat with the Wilcoxon rank-sum test on log-normalized RNA counts for genes expressed in at least 5% of cells by sample group and cell type, with FDR correction. Mitochondrial and ribosomal genes were excluded from consideration, as well as genes associated with rRNA contamination (71): *Gm42418*, *Malat1*, *Gm26917*, and *AY036118*. Genes with an adjusted P<0.05 and an average absolute log_2_ fold change (FC) >0.25 were considered significantly differentially expressed. Pathway enrichment was calculated for 1,730 canonical pathway gene sets from the Human Molecular Signatures Database (72) with 10,000 permutations on pathways with at least 10 genes ranked on relative gene expression changes between ages:

$$Weight=\;-\log_{10}\left(p\right)*log_{2}\left(FC\right)$$

Gene set variation analysis (GSVA) was applied at the single-cell level to estimate pathway-level activity in individual cells (73). Pseudotime trajectories among myeloid cells were derived using Monocle3 with ncenter=500 (74). Cell densities along pseudotime were estimated using kernel density estimation, and gene expression trajectories along pseudotime were modeled using generalized additive models (GAMs) with spline-based smoothing, as implemented in Monocle3 (74).

## Results

### Synovial macrophages consist of five major subpopulations

To characterize synovial macrophage heterogeneity in aging, we performed CITE-seq, combining single-cell RNA-seq with cell surface marker levels, on macrophages isolated from the young and old joints of male and female mice. 

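The deposited data are UMI counts from 4 libraries, 1 for each sex and age, made from CD64+ synovial cells of mice that were 8 or 22 months old. Joints of 3 young females, 4 old females, 5 young males and 5 old males were pooled before sorting, so each group gives a single value and no spread between mice can be measured. Females were processed on day 1 and males on day 2, and the sexes cannot be told apart from the days. Each library holds counts of genes and of 92 antibody tags. The gate kept live CD45+CD11B+CD64+ cells that lacked markers including CD4, CD8, NK1.1, Ly6G and SiglecF, which can set the share of every cell type it selects for or against. Cells were clustered from RNA with analytic Pearson residuals, 2000 variable genes, 20 principal components, 20 neighbours and Leiden resolution 0.4. Clusters were named from marker lists written before the data were examined, and the rebuilt classes are called Ly6C-like, MHCII-like, lining-like and interstitial-like. Within each sex, the old and the young library were compared by the log2 ratio of TMM-normalized summed counts after adding 1 CPM, with an exact 95% counting interval of the ratio and no p-value.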

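The young female library held 8669 barcodes, the old female 6263, the young male 6307 and the old male 8966. Barcodes with a high mitochondrial share that a mixture model placed with low-quality cells numbered 2320, 2196, 1126 and 1810 in the same order. Another filter removed barcodes under 5000 UMIs. Doublets were scored with Scrublet, and the highest scores were removed in the number that Supplementary Table 3 gives for each library (748, 392, 413 and 810). There remained 4861 cells of young females, 3146 of old females, 3859 of young males and 4768 of old males. These 16634 cells are 55.1% of all barcodes, with a mean of 4158.5 per library and an SD of 812 between libraries. The median kept cell had 15663 UMIs in young females, 13905.5 in old females, 11643 in young males and 9420.5 in old males, so the old library was the shallower one in each sex.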

A total of 16,316 cells (4,019 mean cells per sample group) were retained for cell clustering and gene expression analysis (**Figure 1A**; **Supplementary Table 3**). 

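Macrophage-like clusters held 16241 of the kept cells, or 97.6%. Fibroblast-like cells, named from collagen genes and Dcn, numbered 311 (1.87%). B or plasma cells numbered 28, T or NK cells 27 and neutrophils, named from granule genes such as Lcn2 and Camp, also 27. The sorting gate selected CD11B+CD64+ cells and left out markers including CD4, CD8, NK1.1 and Ly6G, so these counts are of cells that passed it. Macrophage-like cells were 98.0% of kept cells in young females, 94.5% in old females, 98.4% in young males and 98.7% in old males.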

Nearly all sampled cells were macrophage lineage (n=15,918; 97.56%), followed by fibroblasts (n=324; 1.99%), lymphoid cells (n=49; 0.30%);, and neutrophils (n=25; 0.15%) (**Supplementary Figures 2D-H**). Macrophages were annotated according to RNA and ADT expression of established cell-type-specific markers (**Figures 1B-E**; **Supplementary Table 4**). 

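Surface protein, which the RNA clustering did not use, separated the rebuilt classes. Ly6C, a protein of infiltrating monocytes, was above its threshold on 91.2% of Ly6C-like cells, on 4.16% of MHCII-like cells and on 0.103% of lining-like cells. MHC-II, which presents antigen to T cells, was above threshold on 97.0% of MHCII-like, 20.4% of interstitial-like and 9.34% of lining-like cells. CX3CR1, the fractalkine receptor, passed on 65.2% of lining-like and 1.17% of interstitial-like cells. CD163, a hemoglobin scavenger receptor, passed on 63.0% of interstitial-like cells but also on 45.8% of lining-like cells, against 2.08% of Ly6C-like cells. Thresholds came from a mixture of 2 normal curves fitted over all 4 libraries.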

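Of the macrophage-like cells, 7186 were interstitial-like, 4850 lining-like, 1852 MHCII-like, 770 Ly6C-like and 246 cycling. Interstitial-like cells, named from Cd163, Mrc1, Pf4 and further tissue macrophage genes, came from 3 clusters, of which cluster 1 (2644 cells) and cluster 2 (2597 cells) were rich in the water channel gene Aqp1 and cluster 3 (1945 cells) was rich in the lectin gene Clec10a. The 4 leading genes of cluster 1 were the hemoglobin genes Hbb-bs, Hba-a2, Hba-a1 and Hbb-bt, which are genes of red cells. The source of their RNA was not tested. Lining-like cells, named from Cx3cr1, Sparc, Vsig4 and Vcan, came from cluster 0 (3099 cells) and cluster 5 (1751 cells). A further 1337 macrophage-like cells, led by Arg1, Rnase2a, Retnla and Slc7a2, scored nearest to the MHCII-like class but held none of its markers among their 10 leading genes. They were left without a class and are called the Arg1/Retnla cluster. MHC-II protein was above threshold on 54.2% of them. No cluster met the rule for cells marked by Ctsk and other osteoclast genes.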

We identified five major synovial macrophage subpopulations: Ly6C+ infiltrating macrophages, MHCII+ monocyte-derived macrophages, CX3CR1+ lining macrophages, CD163+ interstitial macrophages, and *Ctsk*-expressing macrophages (*Ctsk*+), as well as cycling cells (**Figure 1B**). Although the *Ctsk+* subpopulation was also CD163+, the unique expression of *Ctsk*, a marker of osteoclast lineage, suggested these cells should be analyzed independently (**Figures 1B-D**). 

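Ctsk, which encodes the bone-resorbing protease cathepsin K, was highest in interstitial-like cluster 1 at 470 CPM over all 4 libraries, followed by cluster 2 at 309 CPM, while cluster 3 held 89.7 CPM. Lining-like cells held 35.0 CPM. After thinning to 5000 UMIs per cell, 31.1% of cluster 1 cells had a Ctsk UMI (34.8% unthinned, median depth 11328 UMIs). The share was 6.74% among lining-like cells (12.2% unthinned, depth 14228.5), which should lack the gene, and 2.47% among Ly6C-like cells (4.94% unthinned, depth 10051). At resolution 0.8, 1670 cells led by Ccn2, Ctsk and Fxyd2 formed a cluster with 550 CPM of Ctsk, in which 36.7% of thinned cells had a UMI.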

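Aqp1 was detected in 85.7% of interstitial-like cells thinned to an equal depth (89.7% unthinned, median depth 10992 UMIs), Retnla, which encodes the secreted factor RELMα, in 46.2% (62.3% unthinned) and Clec10a in 33.5% (47.4% unthinned). Among fibroblast-like cells (depth 11236 UMIs) the thinned shares were 26.4% for Aqp1, 26.4% for Retnla and 5.14% for Clec10a. Over all libraries Aqp1 was 154 CPM in fibroblast-like and 17.5 CPM in Ly6C-like cells, while Retnla was 59.9 and 65.0 CPM. The fibroblast-like share of Aqp1 is therefore not read as free RNA. Of Arg1, Slc7a2 and Flt1, the genes by which an Arg1-rich part was to be named, 1 was raised in MHCII-like cluster 4 and 3 in the Arg1/Retnla cluster. At resolution 0.8, 1013 cells led by Retnla, Rnase2a and Arg1 formed a cluster that was named interstitial-like, and 339 cells led by Arg1 and Flt1 formed one that was left without a class.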

At a higher resolution, we identified distinct cell clusters of *Arg1*-expressing (*Arg1*+) or non-expressing (*Arg1*-) cells within the MHCII+ subpopulation and *Aqp1*, *Clec10a*, or *Retnla*-expressing cells within the Interstitial subpopulation (**Supplementary Figures 2D, E**). These annotations were supported by the expression of genes identified in Culemann et al. (8) and consistent with fate-mapping studies by Misharin et al. (10).

**Figure 1:**
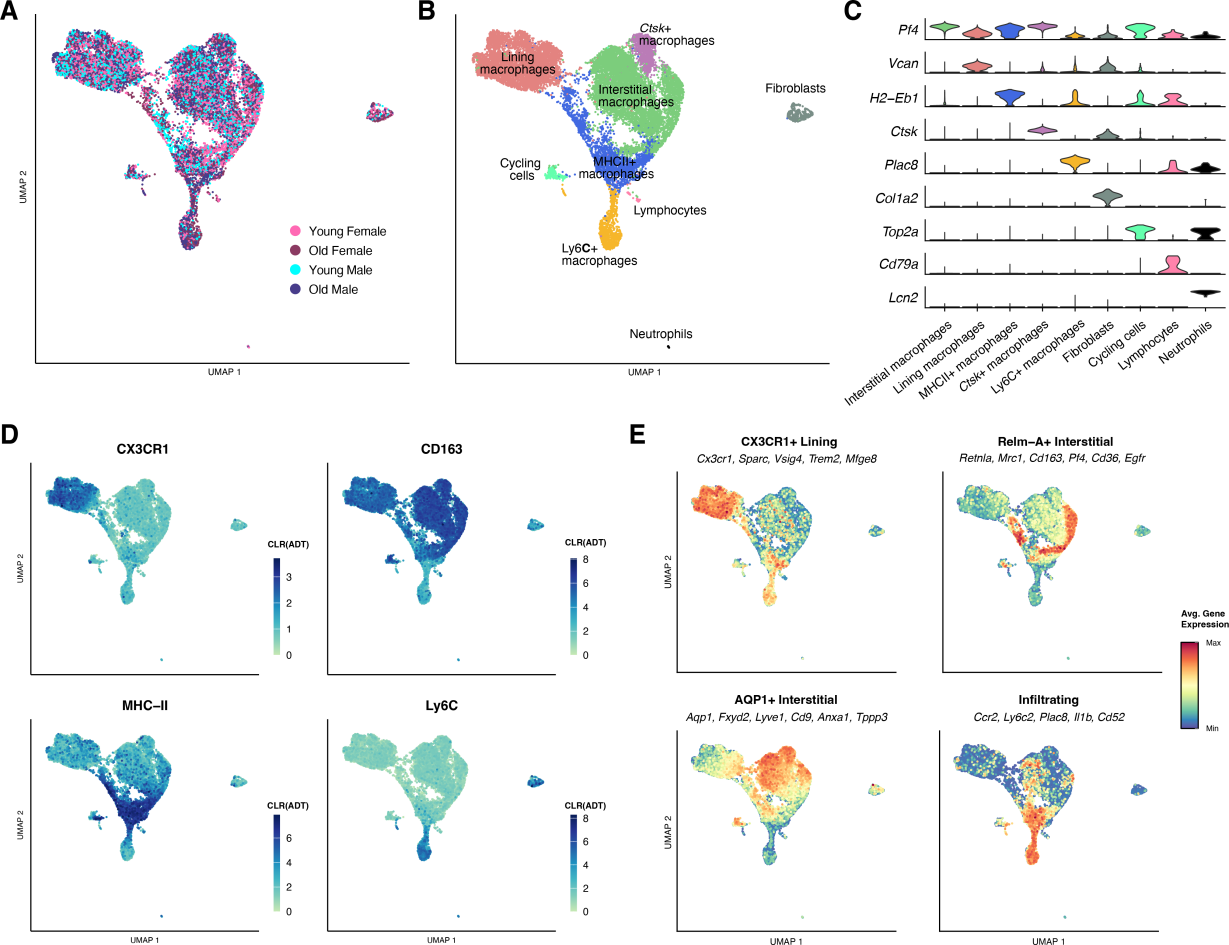
CITE-seq sample composition. **(A)** Integrated UMAP embedding of all cells (n=16,316) labeled by age and sex. **(B)** Integrated UMAP embedding of all cells labeled by cell type. **(C)** Expression by cell type of canonical markers. **(D)** Integrated UMAP embedding of all cells colored by surface protein expression. **(E)** Relative expression of cluster-specific gene signatures in integrated UMAP embedding.

### Age-associated differences in synovial macrophage composition are sex-dependent

In order to identify changes in synovial macrophage composition with age, we compared the proportions of subpopulations between young and old mice. We observed significant differences in aging synovial macrophage proportions across sexes (**Figures 2A-C**). 

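Each share was taken of all macrophage-like cells in a library: 4762 in young females, 2973 in old females, 3799 in young males and 4707 in old males. Ly6C-like and lining-like cells moved the same way in both sexes, and interstitial-like cells did not. Cycling cells, named from Top2a, Birc5 and Ube2c, were 1.39% in young females, 1.68% in old females, 1.21% in young males and 1.78% in old males. Intervals are exact Clopper-Pearson intervals, which cover counting error and not differences between mice or dissections. With 1 library per group no test of a share was made.

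**Figure D1:**
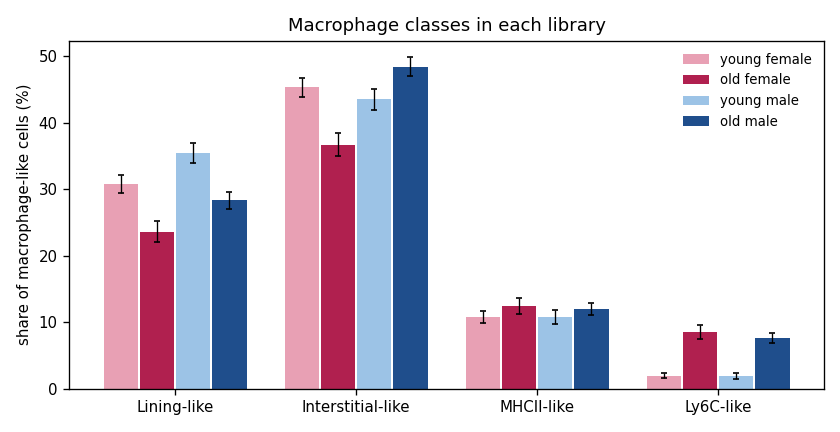
Share of macrophage-like cells (%) in the Lining-like, Interstitial-like, MHCII-like and Ly6C-like classes for each of the 4 libraries, with exact 95% counting intervals as error bars. The Ly6C-like bars of the old libraries stand above those of the young in both sexes.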

The most pronounced difference with age was a significant expansion of infiltrating Ly6C+ macrophages in both males and females (8.0% vs. 2.1%, and 9.5% vs. 2.3%, respectively; p<0.0001) which is consistent with an increased contribution of monocytes in aging. 

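Ly6C-like cells, named from monocyte genes such as Ly6c2, Plac8 and Ccr2, made up 1.91% of macrophage-like cells in young females (95% counting interval 1.54 to 2.34) and 8.48% in old females (7.50 to 9.54). In males they were 1.90% of the young (1.49 to 2.38) and 7.54% of the old library (6.80 to 8.33). The share was 4.44 times as high in old as in young females (log2 2.15, 1.81 to 2.49) and 3.98 times as high in males (log2 1.99, 1.63 to 2.35). Cells above the threshold for Ly6C protein were 1.97% and 7.47% of young and old female cells and 2.61% and 8.73% of male cells. From the larger share at old age in both sexes, the paper proposes a larger contribution of monocytes.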

We also observed significant reductions in the proportion of CX3CR1+ lining macrophages with age in both sexes (35.6% vs. 29.8% in males, and 32.4% vs. 24.9% in females, p<0.0001). These proportional changes aligned with those observed via flow cytometry (**Supplementary Figures 1D, E**). 

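Lining-like cells were 30.8% of macrophage-like cells in young females (95% counting interval 29.5 to 32.1) and 23.6% in old females (22.1 to 25.2), a log2 ratio of -0.38 (-0.49 to -0.27). In males they were 35.5% in the young (33.9 to 37.0) and 28.3% in the old library (27.0 to 29.6), a log2 ratio of -0.32 (-0.41 to -0.23). The female fall was smaller in some other clusterings, from 32.4% to 29.6% with log-normalized counts and from 31.7% to 28.7% with cells thinned. Cluster 0 held most lining-like cells in every library. CX3CR1 protein was above threshold on 25.2% of young and 12.9% of old female cells and on 30.7% and 16.2% of male cells. Tag depth differed between the libraries, and with tags thinned to 500 per cell the CX3CR1 shares were 50.8% and 68.5% in females and 52.1% and 63.6% in males. The threshold on thinned tags hardly separates the classes, since it was passed by 42.4% of interstitial-like and 78.5% of Ly6C-like cells (1.17% and 8.31% unthinned), so these last shares do not measure lining-like cells.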

Other changes in subpopulation proportions were unique to either sex. *Ctsk*+ macrophages were significantly increased with age in males (7.6% vs. 4.6%, p<0.0001) but not in females (5.8% vs. 5.3%, p=0.2). 

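Ctsk was 319 CPM in interstitial-like cells of young females and 406 CPM in old females (log2 0.35, 95% counting interval 0.30 to 0.40). In males it was 271 CPM in the young and 503 CPM in the old library (log2 0.89, 0.84 to 0.94). The female value depends on the mix of clusters: as CPM of each cluster's total, Ctsk in young and old females was 403 and 520 in cluster 1, 317 and 246 in cluster 2 and 108 and 88.3 in cluster 3, and cluster 1 held 540 of 2160 young and 488 of 1091 old cells. In males all 3 clusters had higher values in the old library (345 and 598, 245 and 371, and 38.9 and 102). Over all macrophage-like cells, Ctsk gave a log2 ratio of -0.058 (-0.10 to -0.016) in females and 0.82 (0.78 to 0.87) in males. Across both sexes the interstitial-like difference did not pass edgeR's quasi-likelihood test (log2 0.62, SE 0.14, adjusted p = 0.099 over all genes), and it was 1 of the osteoclast list's 7 tested genes that passed when adjusted over the list alone. The share of interstitial-like cells with a Ctsk UMI at 5000 UMIs was 22.1% in young and 24.7% in old females (28.2% and 28.8% unthinned) and 18.7% and 30.7% in males (22.2% and 34.1% unthinned). Lining-like cells, which should lack the gene, gave 6.95%, 5.26%, 6.16% and 7.88% in young females, old females, young males and old males (median depths 19290, 16374, 12927 and 10439 UMIs, against 13889.5, 13125, 10485.5 and 8989 among interstitial-like cells).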

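Interstitial-like cells were 45.4% of macrophage-like cells in young females (95% counting interval 43.9 to 46.8) and 36.7% in old females (35.0 to 38.5), a log2 ratio of -0.31 (-0.39 to -0.22). Clec10a, which encodes a galactose-binding lectin, was 231 CPM in interstitial-like cells of young females and 120 CPM in old females (log2 -0.94, -1.03 to -0.87). At 5000 UMIs per cell, 43.1% of young and 26.7% of old female interstitial-like cells had a Clec10a UMI (62.1% and 43.1% unthinned), against 4.11% and 6.00% of fibroblast-like cells. Retnla was detected in 57.0% and 52.8% (76.9% and 72.1% unthinned), and Aqp1 in 81.0% and 85.9% (88.0% and 90.7% unthinned). In fibroblast-like cells of young and old females the thinned shares were 31.5% and 26.0% for Retnla and 27.4% and 24.7% for Aqp1, at median depths of 14237 and 11191.5 UMIs. Clusters 3 and 2 held most interstitial-like cells in young females and cluster 1 was the largest in old females. CD163 protein was above threshold on 62.1% of young and 46.9% of old female macrophage-like cells.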

Interstitial macrophages were significantly reduced with age in females (40.8% vs. 45.9%, p<0.0001), with proportional reductions in *Aqp1*, *Clec10a*, and *Retnla*-expressing cells (**Figure 2D**; **Supplementary Figures 3A, B**). In males, the proportion of interstitial macrophages did not change with age (41.5% vs. 41.9%, p=0.4), despite a notable increase in *Aqp1*-expressing cells and corresponding reductions in *Clec10a* and *Retnla*-expressing cells. 

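In males, interstitial-like cells were 43.5% of macrophage-like cells in the young (95% counting interval 42.0 to 45.1) and 48.5% in the old library (47.0 to 49.9), a log2 ratio of 0.15 (0.087 to 0.22). Clec10a was 172 CPM in young and 119 CPM in old male interstitial-like cells (log2 -0.53, -0.61 to -0.45). Across both sexes Clec10a fell in this class (edgeR log2 -0.74, SE 0.12, adjusted p = 0.032), though it also defines cluster 3, and the class mixes its clusters differently in the 4 libraries. Aqp1 was detected in 83.7% of young and 91.4% of old male interstitial-like cells at equal depth (86.8% and 92.9% unthinned), against 28.6% and 28.2% of fibroblast-like cells. Retnla was detected in 46.3% and 32.6% (64.3% and 42.5% unthinned), against 22.4% and 23.1% of fibroblast-like cells (depths 10457 and 7823 UMIs). Cluster 1 was the largest in young males, and clusters 1 and 2 were about equal in old males. CD163 protein was above threshold on 53.7% of young and 41.8% of old male macrophage-like cells, and on 48.8% and 40.9% with tags thinned. The unthinned threshold was passed by 63.0% of interstitial-like cells. It was also passed by 45.8% of lining-like cells and 60.4% of the Arg1/Retnla cluster, so the CD163 shares do not measure interstitial-like cells.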

Interestingly, there were significantly more MHCII+ macrophages in aged female mice (17.3% vs. 12.9%, p<0.0001), but significantly fewer in aged male mice (11.3% vs. 14.7%, p<0.0001). 

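MHCII-like cells, named from class II genes such as H2-Eb1, H2-Aa and Cd74, were 10.7% of macrophage-like cells in young females (95% counting interval 9.87 to 11.6) and 12.4% in old females (11.2 to 13.7). Young males held 10.7% (9.77 to 11.8) and old males 12.0% (11.1 to 12.9). The log2 ratios were 0.21 (0.028 to 0.39) in females and 0.16 (-0.015 to 0.33) in males. When Arg1, Slc7a2, Retnla, Flt1, Clec10a and Aqp1 were left out of the clustering, MHCII-like cells were 13.7% of young and 18.5% of old females and 13.1% of young and 11.8% of old males. MHC-II protein was above threshold on 35.1% of young and 33.8% of old female cells and on 27.8% and 21.6% of male cells. With tags thinned to 500 per cell these were 26.4% and 30.9% in females and 23.3% and 20.7% in males. The paper's MHCII+ cells hold Arg1+ cells, and the class here leaves out the Arg1/Retnla cluster, which was 9.81% of young and 17.1% of old female cells and 7.16% and 1.91% of male cells. With that cluster added, a choice made after the values were seen, the share was 20.5% (19.4 to 21.7) in young and 29.5% (27.9 to 31.2) in old females and 17.9% (16.7 to 19.2) and 13.9% (12.9 to 14.9) in males. The male direction thus depends on where the Arg1-rich cells are placed and on the clustering, with a log2 ratio of -0.35 from log-normalized counts.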

The contrasting changes in the proportion of MHCII+ macrophages by sex were driven by *Arg1*-expressing cells, which were expanded in aged females but were drastically reduced in aged males (**Figure 2E**).

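Arg1, which encodes the arginine-degrading enzyme arginase 1, was 98.9 CPM in macrophage-like cells of young females and 247 CPM in old females (log2 1.31, 95% counting interval 1.28 to 1.37). In males it was 224 CPM in the young and 14.8 CPM in the old library (log2 -3.83, -4.04 to -3.81). Of the 26725 Arg1 UMIs in macrophage-like cells, the Arg1/Retnla cluster held 20828 and MHCII-like cells 1076. As CPM of the class total, the Arg1/Retnla cluster had 771 and 867 in young and old females and 1965 and 114 in males. Lining-like cells had 29.7 and 143 in females but 21.8 and 22.1 in males, with no fall. Interstitial-like cells had 2.43 and 12.7 in females and 7.85 and 3.71 in males. Within MHCII-like cells Arg1 was 11.4, 76.2, 125 and 18.1 CPM in young females, old females, young males and old males, with log2 ratios of 2.64 (2.37 to 3.13) in females and -2.72 (-3.13 to -2.47) in males. The female value in this class depends on the clustering: without the 6 genes left out above, it was 0.22, and the male value -6.13. At 5000 UMIs, 4.39% of young female, 18.1% of old female, 7.71% of young male and 2.10% of old male macrophage-like cells had an Arg1 UMI (8.48%, 25.0%, 11.4% and 3.40% unthinned; median depths 15716, 14133, 11662 and 9431 UMIs). In fibroblast-like cells the thinned shares were 0%, 3.33%, 2.04% and 0%. The age effect across both sexes did not pass edgeR's test (adjusted p = 0.86), which is suited to changes that the sexes share.

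**Figure D2:**
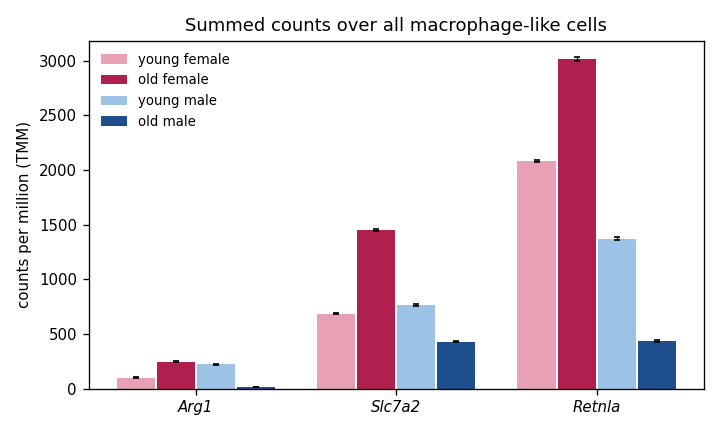
TMM-normalized CPM of Arg1, Slc7a2 and Retnla summed over all macrophage-like cells in each of the 4 libraries, with exact 95% Poisson intervals as error bars. For each gene the old library stands above the young in females and under it in males.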

**Figure 2:**
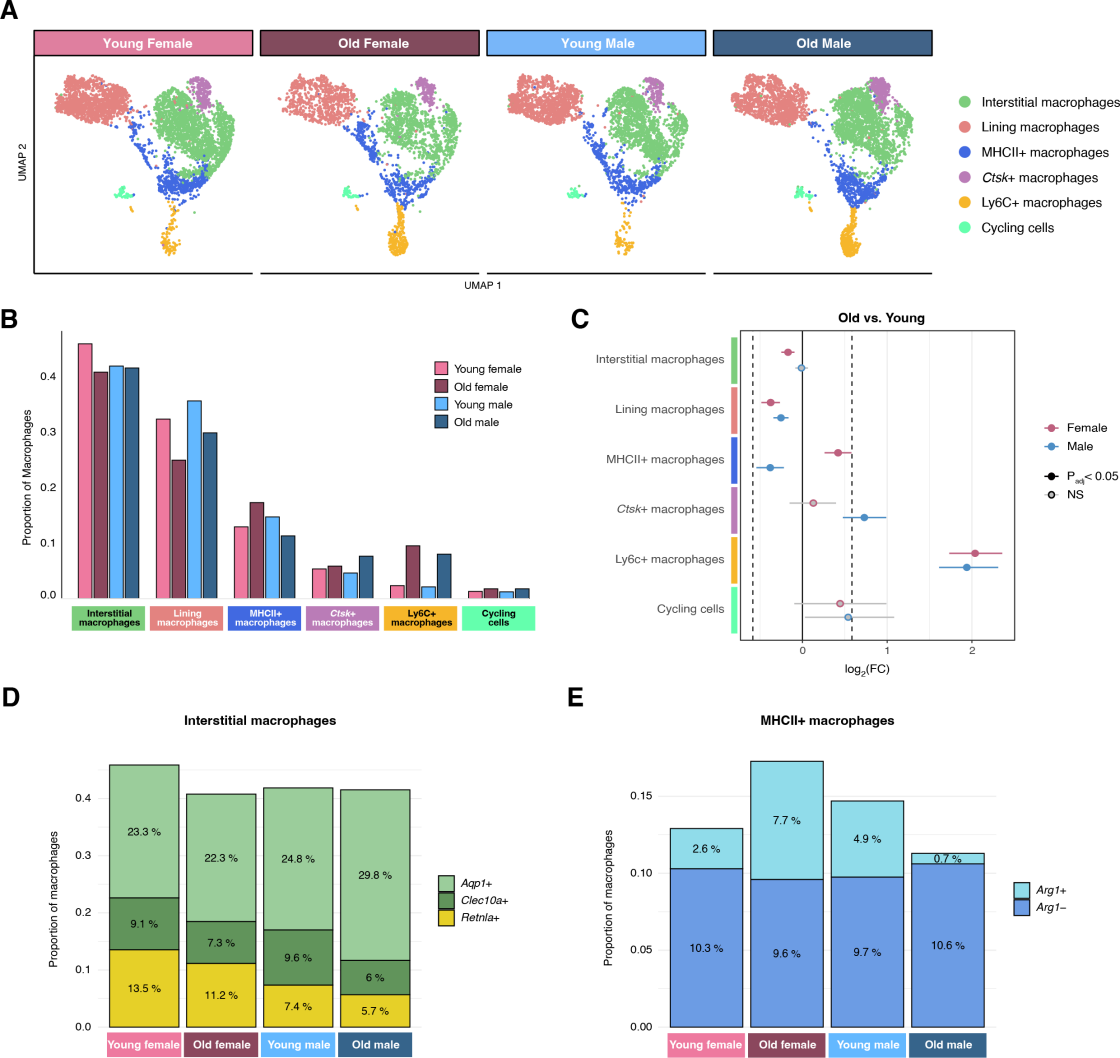
Landscape of synovial macrophages. **(A)** Integrated UMAP embedding of synovial macrophage subpopulations (n=15,918) split by age and sex. **(B)** Proportions of macrophage subpopulations by age and sex. **(C)** Forest plot of bootstrapped pairwise differences in macrophage subpopulation proportions in old vs. young mice. NS, not significant. **(D)** Composition of interstitial macrophages in terms of *Aqp1*, *Clec10a*, and *Retnla*-expressing cells, by age and sex. **(E)** Composition of MHCII+ macrophages in terms of *Arg1*-expressing cells.

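The mean distance of macrophage-like cells to their library's centroid in 20 principal components was 43.4 in young females (SD over cells 26.2) and 51.0 in old females (SD 29.9), 1.18 times as high. In males it was 36.3 in the young (SD 21.0) and 36.5 in the old library (SD 21.7), a ratio of 1.01. Without Ly6C-like and cycling cells the ratios were 1.07 in females and 0.90 in males. No p-value was made, since cells of a pool are not replicates.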

The intercellular heterogeneity of the synovial macrophages, defined as a sample’s average cell-to-centroid distance in PCA space, was significantly greater in aged vs. young mice in females (p<0.0001), but not statistically different in males (**Supplementary Figure 3C**). Transcriptional divergence, i.e. the degree of expression difference between highly and lowly expressed genes, among synovial macrophages was not statistically different between any sample groups (**Supplementary Figure 3D**). 

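With summed counts of macrophage-like cells thinned to 1000000 UMIs, the mean count of expressed genes above the median was 24.8 times that of the genes under it in young females, 25.0 in old females, 25.2 in young males and 25.2 in old males. Old over young gave 1.01 in females and 1.00 in males. Over 20 random draws the values ranged from 24.0 to 25.1 in young females, 24.6 to 25.2 in old females, 24.6 to 25.4 in young males and 24.6 to 25.7 in old males. The ranges of the 4 libraries overlapped.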

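Some single genes rose with age in the sum over all macrophage-like cells, where clustering enters only by leaving out other cell types. The Ly6C-like share, which was 1.91% in young and 8.48% in old females and 1.90% and 7.54% in males, also moves genes high in monocytes in such a sum. Plac8, a gene high in monocytes, was 38.3 CPM in young and 278 CPM in old females and 34.1 and 171 CPM in males (edgeR log2 2.59, SE 0.14, adjusted p = 0.000802). Ly6c2, which encodes Ly6C, was 21.2 and 105 CPM in females and 14.9 and 57.9 CPM in males (edgeR log2 2.13, SE 0.12, adjusted p = 0.000802). Thbs1, which encodes the matrix protein thrombospondin 1, rose by log2 2.06 (SE 0.20, edgeR adjusted p = 0.00444), Plcb1, a phospholipase C gene, by 2.32 (SE 0.12, adjusted p = 0.000802) and Il1b, which encodes the cytokine interleukin 1β, by 1.20 (SE 0.11, adjusted p = 0.00373). Slc7a2, which encodes a cationic amino acid transporter, was 686 CPM in young and 1449 CPM in old females but 765 and 430 CPM in males (log2 1.08, 1.06 to 1.10, and -0.83, -0.86 to -0.81). Retnla was 2081 and 3015 CPM in females and 1372 and 436 CPM in males (log2 0.53, 0.52 to 0.55, and -1.65, -1.68 to -1.63). In GRCm38, Plac8 lies on chromosome 5 from 100553725 to 100572245, Ly6c2 on chromosome 15 from 75108158 to 75111970, Slc7a2 on chromosome 8 from 40862396 to 40922308, Retnla on chromosome 16 from 48842551 to 48844461 and Arg1 on chromosome 10 from 24915221 to 24927484.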

Overall, we observed differences in macrophage subpopulation proportions with age that were consistent between both sexes, most notably for Ly6C+ cells, as well as sex-specific effects, such as the contrasting changes in MHCII+ macrophage prevalence.

### Upregulation of electron transport pathway and downregulation of MAPK signaling with aging

Next, we compared the transcriptional profiles of major synovial macrophage populations across aging by sex. 

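Changes shared by the sexes were tested on summed counts of each class with edgeR's quasi-likelihood test, with a sex term and 1 residual degree of freedom. The spread in this test is the difference between the sexes in the age effect, so a gene that moves in opposite ways is hard to call. It can still pass: H2-Aa in lining-like cells, higher in old females and lower in old males, did so when adjusted over its list alone. The processing day goes with the sex term. Mitochondrial, ribosomal protein and 4 rRNA-contaminated genes were left out. Counts were simulated with 200 genes changed by a log2 of 1. The test called 74.5% of them at the depth of interstitial-like and 80.5% at that of lining-like cells. At the depths of MHCII-like and Ly6C-like cells it called 67% and 48%. In the same order, 8.59%, 8%, 10.1% and 6.80% of the calls were unchanged genes, at an adjusted p threshold of 0.05.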

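In lining-like cells, Hspa12a, a member of the HSP70 family, rose from 9.85 to 42.2 CPM in females and from 12.3 to 51.1 CPM in males (edgeR log2 2.09, SE 0.12, adjusted p = 2.32e-08). Tafa1, which encodes a secreted chemokine-like protein, rose by log2 1.27 (SE 0.11, edgeR adjusted p = 3.94e-06), Cpne4 by 1.25 (SE 0.11, adjusted p = 4.21e-06), Magi1 by 1.01 (SE 0.09, adjusted p = 7.18e-06) and Flt1, which encodes a VEGF receptor, by 1.83 (SE 0.23, adjusted p = 0.000197). Plekhg5 fell there by 0.60 on the log2 scale (SE 0.10, edgeR adjusted p = 0.00348). In interstitial-like cells, Ccn2, a matrix-associated growth factor gene, rose by 1.04 (SE 0.15, edgeR adjusted p = 0.0181) and Clec4d, a C-type lectin gene, by 1.07 (SE 0.18, adjusted p = 0.0298), while Aff3 fell by 0.98 (SE 0.12, adjusted p = 0.0101) and Peli2 by 0.73 (SE 0.12, adjusted p = 0.0268). A change in the mix of clusters can also move such genes, since Ccn2 leads a cluster of 1670 cells at resolution 0.8. In lining-like cells 114 genes were higher and 14 lower in old mice among 12572 tested. In interstitial-like cells 44 were higher and 28 lower among 13435. MHCII-like cells gave 33 higher and 2 lower of 11379, among them Dcstamp, a gene of cell fusion (log2 1.53, SE 0.18, edgeR adjusted p = 0.0166), and Pmaip1, which encodes the death factor NOXA (log2 1.26, SE 0.16, adjusted p = 0.0176). Ly6C-like cells gave 18 higher and 7 lower of 8970. At an equal depth in every class, the spread of log2 ratios beyond counting noise was 0.27 in females and 0.16 in males for interstitial-like cells, 0.19 and 0.13 for lining-like, 0.28 and 0.30 for MHCII-like and 0.28 and 0.25 for Ly6C-like cells. The counts depend on the form of the test. Without a sex term, all 4 libraries gave 14 calls in lining-like, 1 in interstitial-like, 0 in MHCII-like and 0 in Ly6C-like cells (731 and 335 unadjusted p-values under 0.05 for the last pair). With a minimum of 1000 UMIs there were 152, 310, 0 and 3 (835 unadjusted for the 0). Without a sex term, the 4 fits that each leave out the young female, old female, young male or old male library called 38, 18, 56 and 43 genes in lining-like, 25, 78, 106 and 212 in interstitial-like, 21, 57, 6 and 32 in MHCII-like and 1, 4, 0 and 0 in Ly6C-like cells. For the Ly6C-like counts of 0 in these fits, unadjusted p-values under 0.05 numbered 540 and 282, and with all 4 libraries DESeq2 called 1 and limma-voom 7 Ly6C-like genes.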

We found that differential gene expression with age was most prominent in the interstitial and lining macrophage subpopulations (**Figures 3A, B**; **Supplementary Table 5**), though this may be at least partially due to the increased power offered by their greater cell numbers. 

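Slco3a1, which encodes an organic anion transporter, rose in interstitial-like (log2 0.89, SE 0.11, edgeR adjusted p = 0.0109) and lining-like cells (0.96, SE 0.13, adjusted p = 0.000521). Dclk1, a microtubule-associated kinase gene, also rose in both (1.13, SE 0.17, edgeR adjusted p = 0.0227, and 0.99, SE 0.16, adjusted p = 0.00227). Igf1r, which encodes the receptor of insulin-like growth factor 1, fell in both, by 0.60 (SE 0.11, edgeR adjusted p = 0.0475) and by 0.61 (SE 0.10, adjusted p = 0.00367). Among 12379 genes tested in both classes, 17 were called higher in old mice in both against 0.37 for independent lists, and 2 were called lower in both, Igf1r and Ppp1r9a, against 0.031. Both classes come from the same 4 pools, so a difference between pools enters both lists, and the excess is not read as a shared effect of age. Interstitial-like and MHCII-like cells shared 2 called rises, Pde10a and Plac8. Ppp1r9a and Pde10a are named after their values were seen. Of 233 genes called in any of the 4 classes, 27 were called in 2 classes.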

Many of the differentially expressed genes (DEGs) were shared across these subpopulations (**Supplementary Figures 4A, B**). Differential expression was modestly correlated between sexes in interstitial (r=0.27 for percentage of cells expressing each gene, p=7.3×10^-147^) and lining macrophages (r=0.39, p=8.6×10^-319^), but was less concordant in the other subpopulations. 

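The age difference in the share of cells with a UMI was taken per gene and sex with cells thinned to 5000 UMIs, for genes in at least 5% of cells of some library. Across genes, female and male differences gave Pearson r = 0.29 (Spearman rho = 0.25) over 8257 genes in interstitial-like cells and r = 0.12 (rho = 0.04) over 8184 genes in lining-like cells. The Ly6C-like class gave r = -0.05 and the Arg1/Retnla cluster r = -0.17. Old libraries are shallower than young ones in both sexes, and without thinning r was 0.32 in interstitial-like and 0.47 in lining-like cells. Genes within a library are not independent replicates, so no p-value is given. Female and male comparisons use separate libraries.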

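In MHCII-like cells Slc7a2 was 106 CPM in young and 519 CPM in old females but 1156 and 149 CPM in young and old males (log2 2.28, 95% counting interval 2.16 to 2.41, and -2.95, -3.07 to -2.84). Retnla was 2270 and 2101 CPM in females and 1344 and 642 CPM in males (log2 -0.11, -0.15 to -0.075, and -1.06), so it was lower in the old library of both sexes, although without 6 genes in the clustering the female value was 0.27. Dclk1 (1.90 in females and -2.37 in males), Rnase2a, an eosinophil-type ribonuclease gene (1.08 and -3.43), and Cxcl13, a B cell chemokine gene (1.64 and -2.32), also moved apart. These sizes depend on the clustering: without the 6 genes the values were 0.64 and -3.75 for Slc7a2, 1.08 and -3.37 for Dclk1, 0.38 and -5.01 for Rnase2a and 1.29 and -0.87 for Cxcl13. These differences between the sexes were not tested. The MHCII-like class leaves out the Arg1/Retnla cluster, which gave r = -0.17, and no correlation was computed with it added. Across 8241 genes of the MHCII-like class the correlation of female and male differences was r = 0.25 (rho = 0.18), and r = 0.25 again without Arg1, Slc7a2 and Retnla. Its sign depends on how the class is drawn: r was -0.27 with classes from log-normalized counts and -0.014 without 6 genes in the clustering.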

The MHCII+ subpopulation, in particular, featured a negative overall correlation in gene expression changes between sexes (r= -0.11, p=3.6×10^-24^), led by discordant expression changes in *Arg1*, *Slc7a2*, and *Retnla* genes (**Figure 3C**).

**Figure 3:**
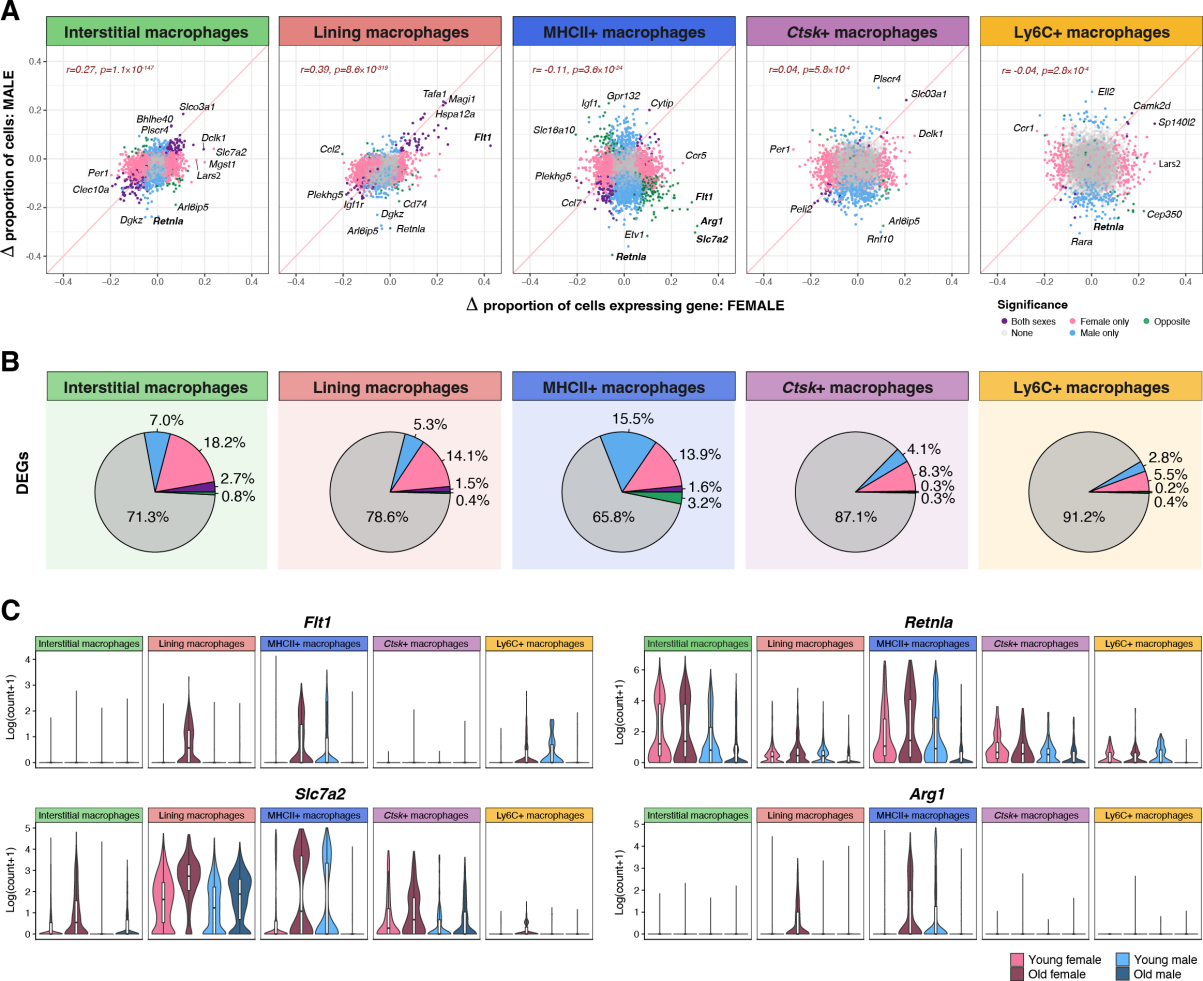
Differential gene expression between groups in synovial macrophages. **(A)** Changes in the proportion of macrophage subpopulations expressing each gene in old mice vs. young mice are shown for males (Y axis) against those in females (X axis) for each subpopulation. Significant DEGs in both conditions are highlighted in blue, significant DEGs in males only are highlighted in blue, and significant DEGs in females only are highlighted in pink. Significant DEGs with opposite directions of effect between sexes are highlighted in green. The correlations between comparisons are shown in the upper left. The diagonal pink lines denote y=x. Select genes are labeled. **(B)** Proportions of genes that were significantly differentially expressed by age, split by sex and direction of effect. **(C)** Distributions of select gene expression by age, sex, and macrophage subpopulation.

Age-associated gene expression changes were significantly enriched for a variety of biological pathways (**Figure 4A**; **Supplementary Table 6**). 

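Gene lists fixed before the data were examined were described in each sex by their median log2 ratio and its percentile among 10000 random lists matched on expression, and tested across both sexes with limma's camera on voom values. At camera's fixed correlation, 1 sex alone can drive a small p. An estimated correlation rests on 1 residual degree of freedom here, so a small p is hardly possible with it. In interstitial-like cells, 20 of 25 antioxidant genes, such as Txn1 (thioredoxin; log2 0.95 in females and 0.36 in males) and Mgst1 (a glutathione transferase; 1.16 and 0.23), were higher in the old library of each sex, with medians of 0.24 in females and 0.13 in males (limma camera adjusted p = 9.01e-05). No member passed edgeR's test over all genes, where the class has 1240 unadjusted p-values under 0.05 and where DESeq2 called 60 and limma-voom 147 genes, and 2 passed when adjusted over the list alone. Class II presentation genes such as H2-Eb1 (-0.49 and -0.58) and H2-Aa (-0.51 and -0.40) were lower for 5 of 6 members in each sex, with a median of -0.38 in both (limma camera adjusted p = 0.000148). Of the 6, Cd74, the invariant chain, fell (edgeR log2 -0.63, SE 0.11, adjusted p = 0.0389), and 3 passed when adjusted over the list alone. Genes of alternative, interleukin 4-type activation had a median of -0.45 in both sexes (limma camera adjusted p = 1.10e-08). Its lectins Cd209f (edgeR log2 -0.89, SE 0.13, adjusted p = 0.0183), Mgl2 (-0.85, SE 0.12, adjusted p = 0.0181) and Cd209a (-0.84, SE 0.13, adjusted p = 0.0229) fell, among 5 of 14 members that did, and 6 members were lower and 1 higher when adjusted over the list alone. With an estimated correlation camera gave adjusted p = 0.547 for these lists. With 1 residual degree of freedom, this cannot decide whether the calls hold. The medians depend on the mix of clusters: in clusters 1, 2 and 3 the female medians were 0.15, 0.13 and -0.0075 for class II genes, -0.060, -0.040 and -0.080 for alternative activation genes and 0.073, 0.23 and 0.13 for antioxidant genes, and the male medians were -0.20, 0.12 and -0.086, then -0.084, -0.028 and -0.11, and then 0.090, 0.10 and -0.0034.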

Genes associated with electron transport chain signaling were significantly upregulated in interstitial macrophages in both sexes and in MHCII+ macrophages in females (**Figure 4B**). 

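The lists of electron transport complexes hold nuclear genes only, since genes of mitochondrial DNA were left out. The median mitochondrial share of UMIs in kept cells, after the filter, was 3.52% in young and 2.15% in old females and 3.16% and 3.55% in males. In interstitial-like cells of old females all 36 nuclear-encoded Complex I genes were higher than in young females, with a median log2 ratio of 0.35 at percentile 100 of matched random lists. In males 34 of 36 were higher, with a median of 0.17 at percentile 100. Complex III (ubiquinol oxidation) had medians of 0.34 and 0.20, Complex IV (cytochrome c oxidase) 0.47 and 0.18 and Complex V (ATP synthase) 0.31 and 0.11. Across both sexes camera gave adjusted p = 9.61e-15 for Complex I, 1.59e-06 for III, 1.10e-08 for IV and 3.24e-07 for V, and adjusted p = 0.547 with an estimated correlation for each. In MHCII-like cells Complex I had a median of 0.30 in females (percentile 100) and 0.053 in males (percentile 89.9), and Complex IV 0.40 (percentile 100) and 0.13 (percentile 89.8), with camera adjusted p = 6.13e-05 and 0.000256, and 0.663 with an estimated correlation. The male interstitial-like values differ between clusters: the medians of Complexes I, III, IV and V were 0.17, 0.20, 0.16 and 0.13 within cluster 2 alone, all above the range of random lists, and 0.063, 0.062, 0.038 and 0.035 within cluster 1 alone and 0.0050, -0.048, -0.037 and -0.065 within cluster 3 alone, all inside it. The study's own leading-edge genes (Supplementary Table 6) gave 0.45 and 0.17 for the female interstitial list, 0.32 and 0.23 for the male one, and 0.37 and 0.078 in MHCII-like cells, which is not independent evidence of their direction, since they were chosen on these samples. These genes are short, and random lists also matched on length had medians of 0.17 for Complex I and 0.18 for Complex IV in females.

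**Figure D3:**
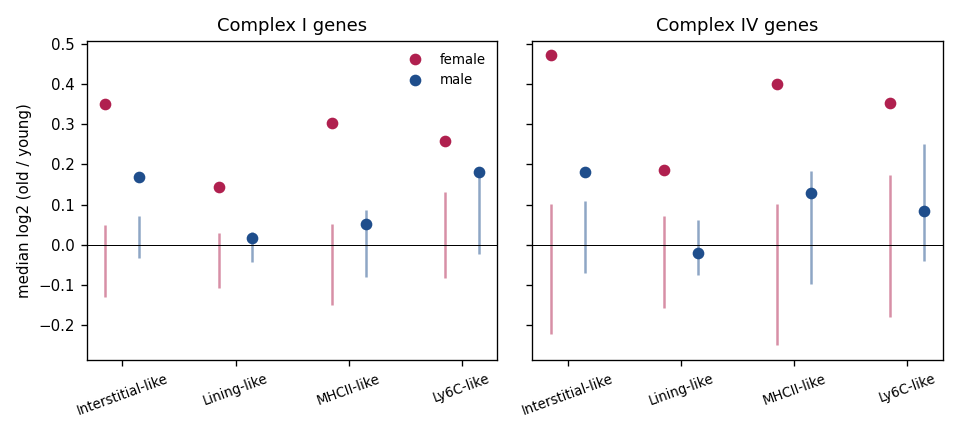
Median log2 ratio of old over young for the nuclear-encoded genes of the electron transport complexes shown, by class and sex (dots). Vertical lines give the range of medians of random gene lists matched on expression. In interstitial-like cells of both sexes the dots lie above the lines.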

The enrichment signal was driven primarily by increased expression of Complex I and Complex IV genes (**Supplementary Table 6**). 

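Among Complex I genes in interstitial-like cells, the accessory subunit genes Ndufb6 (log2 0.42 in females and 0.34 in males) and Ndufb10 (0.46 and 0.28) had the largest mean ratios. Among Complex IV genes these were Cox7a1 (0.73 and 0.24), Cox7b (0.58 and 0.23) and Cox7c (0.65 and 0.12). No member of either list passed edgeR's test over all genes, and adjusted over the list alone 0 of 36 Complex I and 7 of 13 Complex IV genes were higher. In the whole class 1240 genes had an unadjusted p under 0.05, and DESeq2 called 60 and limma-voom 147. The Complex III list, with Uqcrb (0.46 and 0.25) and also Cycs (cytochrome c, the carrier from Complex III to IV; 0.42 and 0.37), had 6 of 10 genes higher when adjusted over the list alone, Cycs among them, and Complex V, with Atp5md (0.61 and 0.069) and Atp5g3 (0.25 and 0.42), had 0 of 17. In MHCII-like cells the largest were Ndufa1 (0.68 and 0.18), Ndufc2 (0.46 and 0.35), Cox7b (0.42 and 0.25) and Cox6b1 (0.46 and 0.16).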

Several other pathways trended down in most subpopulations but were only significantly enriched among downregulated genes in female *Ctsk*+ macrophages, including receptor tyrosine kinase, death receptor, MAPK (**Figure 4C**), EGFR, and immune cytokine signaling pathways (**Supplementary Figure 5**), which is interesting as these cells were only significantly expanded in males. 

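No cluster met the rule for Ctsk+ cells, and the values are of the wider interstitial-like class, which holds most Ctsk counts. A fixed list of MAP kinase cascade genes was lower in old females for 36 of 41 members, with a median log2 ratio of -0.22 at percentile 0 of matched random lists. Its largest mean differences included Mknk1, a kinase gene of the cascade (log2 -0.61 in females and -0.11 in males), and Mapkapk3, a p38 substrate (-0.56 and -0.047). In males the median was 0.013 at percentile 35.9, with 22 members higher and 19 lower. In the 1670 cells led by Ccn2 and Ctsk at resolution 0.8, chosen after the values were seen, the median was -0.17 in females (percentile 0, 35 of 39 members lower) and 0.064 in males (percentile 68.8). For the class, camera gave adjusted p = 0.000728 across both sexes, and adjusted p = 0.547 with an estimated correlation. The male median there was 0.013, so the small p does not show a fall in both sexes. None of the 39 members that were tested passed edgeR's test over all genes or adjusted over the list alone. The class had 1240 unadjusted p-values under 0.05 and 60 DESeq2 and 147 limma-voom calls. The study's leading-edge lists, which were chosen on these samples and are not independent evidence, had female and male medians of -0.30 and -0.040 for MAPK, -0.27 and -0.020 for EGFR, -0.31 and -0.041 for death receptor, -0.36 and 1.7e-05 for immune cytokine and -0.33 and -0.00051 for receptor tyrosine kinase signaling. The paper states that the Ctsk+ cells, in which these pathways went down in females, expanded significantly only in males.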

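Egfr, which encodes the epidermal growth factor receptor, was 166 CPM in young and 104 CPM in old female interstitial-like cells. In males it was 149 and 106 CPM. Egfr did not pass edgeR's test (log2 -0.58, SE 0.11, adjusted p = 0.0619). Over all libraries it was 212 CPM in cluster 3 against 68.7 and 102 in clusters 1 and 2. Cluster 3 held 824 of 2160 young and 253 of 1091 old female interstitial-like cells. In males it held 509 of 1654 and 359 of 2281, so the mix of clusters can lower Egfr. How much of the fall the mix makes was not measured, and no old and young values within clusters are given. Nfkb1, which encodes an NF-κB subunit, was 996 and 670 CPM in females and 777 and 991 CPM in males (log2 -0.57, 95% counting interval -0.61 to -0.54, and 0.35, 0.32 to 0.38). Tnf, an inflammatory cytokine gene, was 196 and 145 CPM in females and 158 and 207 CPM in males (-0.43, -0.51 to -0.36, and 0.38, 0.32 to 0.46). The kinase genes Map2k2 (-0.24 in females and -0.13 in males), Mapk14 (-0.25 and -0.23) and Prkcb (-0.25 and -0.10) and the exchange factor gene Vav1 (-0.37 and -0.094) were lower in old females. Of the 7 genes only Egfr had an adjusted p under 0.5 across both sexes in edgeR. In GRCm38, Egfr lies on chromosome 11 from 16752203 to 16918158.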

Common leading-edge genes across a majority of these pathways included *Egfr*, *Mapk1*, *Map2k2*, *Mapk14*, *Nfkb1* (**Supplementary Figure 4C**)*, Tnf* (**Supplementary Figure 4D**)*, Prkcb*, and *Vav1* (**Supplementary Table 6**). 

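In Ly6C-like cells, a fixed list of 26 antioxidant genes had a median log2 ratio of 0.19 in females (percentile 99.1 of matched random lists) and 0.22 in males (percentile 97.9), with 18 genes higher and 8 lower in each sex. Among its members, Hmox1, which encodes heme oxygenase 1, gave 0.38 in females (95% counting interval 0.043 to 0.73) and 1.11 in males (0.62 to 1.67). Gclm, a glutathione synthesis gene, gave 0.39 (-0.36 to 1.25) and 1.95 (0.53 to 4.47). Camera gave adjusted p = 0.0178 across both sexes, and adjusted p = 0.851 with an estimated correlation. No member passed edgeR's test over all genes or adjusted over the list alone, in a class with 447 unadjusted p-values under 0.05, where DESeq2 called 1 gene and limma-voom 7. The 13 genes that the study found leading in male Ly6C+ cells, chosen on these samples and not independent evidence, had a median of 0.61 in males with all 13 higher, and of 0.050 in females with 7 higher and 6 lower. Young libraries held 91 female and 72 male Ly6C-like cells, and with cells thinned to 5000 UMIs the fixed list's medians (0.18 and 0.24) lay inside the range of random lists in both sexes.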

Among infiltrating Ly6C+ macrophages, oxidative stress genes were significantly upregulated only in males. 

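In lining-like cells Complex I genes, such as Ndufb10 (log2 0.32 in females and 0.21 in males), had a median of 0.14 in females (percentile 100) and 0.018 in males (percentile 89.4). Complex IV, such as Cox7c (0.42 and -0.051), had medians of 0.19 and -0.020. Camera gave adjusted p = 0.00049 for Complex I and 0.00472 for Complex IV across both sexes, and 0.825 with an estimated correlation. In Ly6C-like cells Complex I had medians of 0.26 in females and 0.18 in males (camera adjusted p = 0.000608, and 0.851 with an estimated correlation), with Ndufs8 (0.27 and 0.78) and Ndufa5 (0.51 and 0.37) among its largest. None of these genes passed edgeR's test, in classes with 916 and 447 unadjusted p-values under 0.05, where DESeq2 called 55 and 1 and limma-voom 143 and 7 genes. The MAP kinase list in lining-like cells had medians of -0.13 in females and -0.020 in males, with Mapkapk3 at -0.47 and -0.090. The female MAP kinase median was -0.053 with cells thinned, -0.11 with no mitochondrial filter and -0.097 in the largest cluster. With a fitted trend with length and expression removed, a setting chosen after the values were seen, it was -0.069, and the female medians of Complex IV in lining-like and Complex I in Ly6C-like cells were 0.069 and 0.092.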

While the changes to individual pathways may be subtle, the general concordance across subpopulations suggests widespread changes with age.

**Figure 4:**
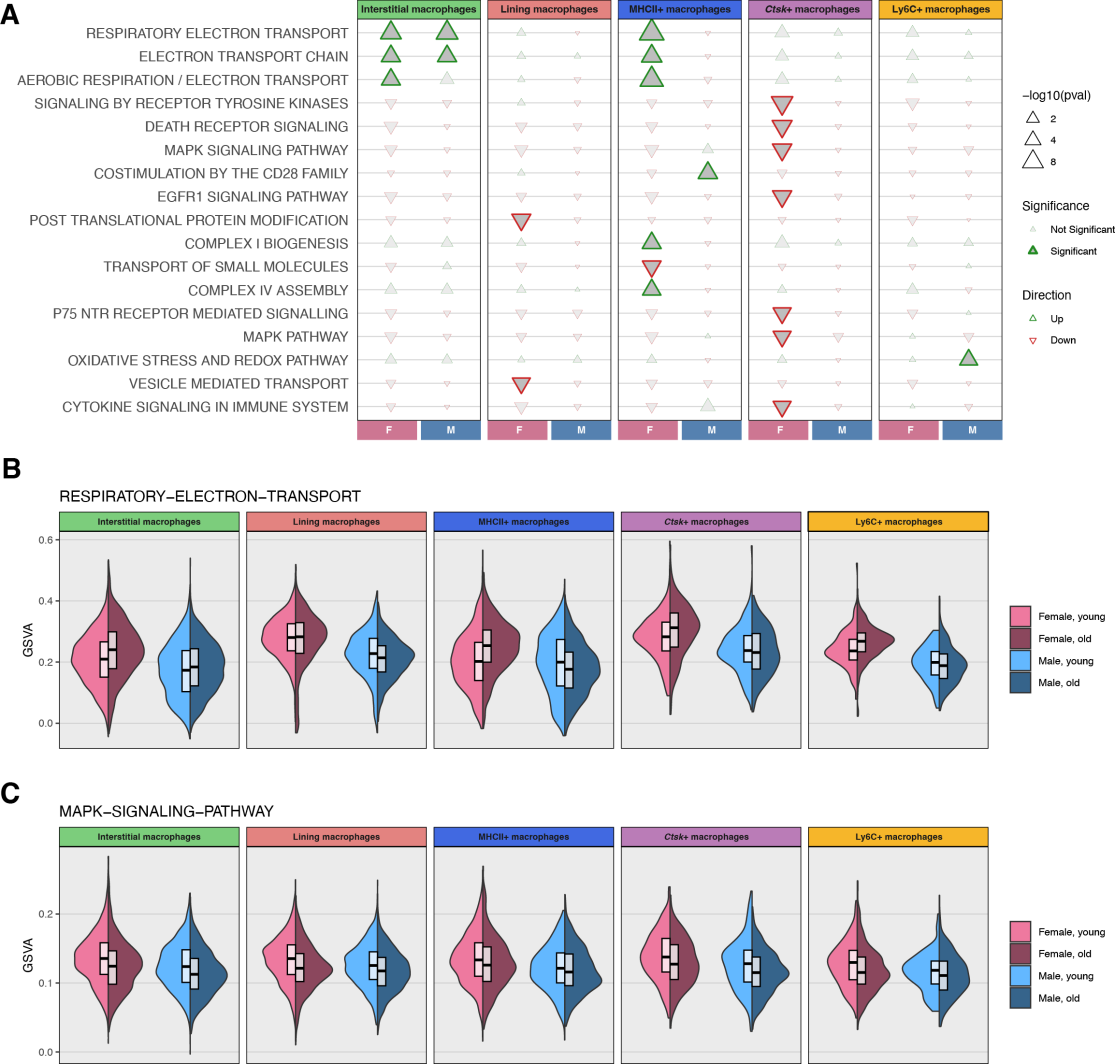
Pathway enrichment in aging synovial macrophages. **(A)** Pathways significantly enriched by age in at least one macrophage subpopulation, split by sex. Upregulated pathways are shown in green, downregulated in red. **(B)** Distribution of Gene Set Variation Analysis (GSVA) scores for Respiratory Electron Transport genes, reflecting the relative activity of the pathway across cells (higher scores indicate greater coordinated expression of pathway genes), by age, sex, and macrophage subpopulation. **(C)** Single-cell GSVA scores for the MAPK Signaling Pathway by age, sex, and macrophage subpopulation.

### Synovial macrophage differentiation features several distinct trajectories

To map the differentiation paths of infiltrating macrophages into synovial tissue, we fit pseudotime trajectories to the transcriptional and cell-surface protein data rooted in Ly6C+ macrophages (**Figures 5A, B**; **Supplementary Figure 6**). 

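Diffusion pseudotime was computed on the RNA of macrophage-like cells without the cycling ones. It started from the Ly6C-like cell with the highest summed Ly6c2, Plac8, Ccr2 and Chil3, genes of classical monocytes, which is a cell of an old female. Ly6C-like cells had a median pseudotime of 0.288 and MHCII-like cells of 0.875. The Clec10a-rich cluster had a median of 0.926, the Arg1/Retnla cluster 0.928, the Aqp1-rich clusters 0.935 and lining-like cells 0.962. The ranks gave Spearman's rho = 0.944 with those from log-normalized counts and 0.983 with those from cells thinned to 5000 UMIs.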

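Each branch joined Ly6C-like and MHCII-like cells with 1 terminal group: lining-like cells, the Aqp1-rich interstitial-like clusters, the Clec10a-rich interstitial-like cluster or the Arg1/Retnla cluster. The last pair of branches was chosen after the clusters were seen, since no cluster met the rule of a Retnla-rich or a Ctsk-marked end. Each branch was cut by rank of pseudotime into 10 bins with similar numbers of cells. On the Arg1/Retnla branch, Retnla had a mean log expression of 0.26 in bin 1, 4.31 in bin 9 and 3.19 in bin 10. On the Clec10a-rich branch it ended at 1.63, on the Aqp1-rich branch at 0.59 and on the lining-like branch at 0.34.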

The pseudotime modeling revealed four trajectories terminating in different macrophage subpopulations and *Ctsk*+ macrophages (**Figure 5C**). Upon infiltration into the synovium, *Ly6c2* expression in all macrophages decreases and *H2-Eb1* expression transiently increases (**Figure 5D**). 

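Expression was taken along 10 bins cut by rank of pseudotime. Mean log expression of Ly6c2 was 1.87 in bin 1 and 0.14 in bin 2 of the lining-like branch. On the Aqp1-rich branch it was 1.76 and 0.064. Ly6c2 helped to choose the root, which sets part of this course. H2-Eb1, a class II gene, played no part in the root but is a marker of the MHCII-like cells placed in every branch, so its course follows in part from the names. It was 0.78 in bin 1 of the lining-like branch, 4.12 in bin 2 and 0.11 in bin 10. On the Aqp1-rich branch it was 1.07, 4.11 and 0.10. On the Clec10a-rich and Arg1/Retnla branches it was highest in bin 3, at 4.21 and 4.26.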

Within MHCII+ macrophages, differentiation bifurcates into a *Cx3cr1*-expressing terminus of lining macrophages versus the interstitial and *Ctsk*+ populations, marked by *Retnla*, *Aqp1*, and *Ctsk* expression, respectively. 

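On the lining-like branch Cx3cr1 had a mean log expression of 0.49 in bin 3, 1.40 in bin 5 and 2.03 in bin 10. It was 0.46, 0.10 and 0.11 on the Aqp1-rich branch. Aqp1 was 0.80 in bin 3 and 2.85 in bin 10 of the Aqp1-rich branch and 0.77 and 0.30 on the lining-like branch. Arg1 ended at 1.06 on the Arg1/Retnla branch and at 0.034 on the Aqp1-rich branch. Cx3cr1 and Aqp1 are among the markers from which the terminal clusters were named, so their ends follow from the names. Ctsk was not analysed here along a branch of its own.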

In the aged synovial niche from both male and female mice, we observe increased density of macrophages at the early pseudotime-points and a reduction at key transitional points across the different trajectories, including an apparent reduction in differentiation from infiltrating macrophages into *Retnla*-expressing cells with age in both sexes (**Figure 5E**). This analysis provides insight on the possibility of impaired differentiation of macrophages in aging joints.

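Each branch was cut by rank of pseudotime into 3 parts, with the libraries weighted equally. In the earliest part of the lining-like branch lay 26.5% of young female cells (95% counting interval 24.6 to 28.4) and 44.6% of old female cells (41.9 to 47.3). It held 23.6% of young male (21.7 to 25.6) and 38.7% of old male cells (36.7 to 40.7). On the Clec10a-rich branch the early share was 19.8% in young and 47.5% in old females and 18.8% and 47.2% in males. On the Arg1/Retnla branch, which ends in the cells highest in Retnla, it was 21.4% and 34.5% in females and 21.0% and 56.4% in males. The Aqp1-rich branch gave 30.3% and 42.1% in females and 29.1% and 31.8% in males. The early share follows class shares in part, since MHCII-like cells (median pseudotime 0.875) lie before every terminal group (0.926 to 0.962). A shift along differentiation was not told apart from a change in class shares. Ly6C-like cells, a larger share at old age, lie earliest (0.288). When Ly6C-like cells were left out, the female difference on the Arg1/Retnla branch and the male one on the Aqp1-rich branch changed sign. Without these cells the early shares were 28.8% and 39.1% in females and 29.6% and 35.8% in males on the lining-like branch, 24.6%, 41.3%, 26.3% and 41.1% on the Clec10a-rich branch, 28.3%, 26.1%, 28.1% and 50.8% on the Arg1/Retnla branch and 34.9%, 36.0%, 31.6% and 30.8% on the Aqp1-rich branch, in the order young female, old female, young male and old male. Free RNA also enters the expression of each cell and stays open as a source of difference in pseudotime between libraries.

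**Figure D4:**
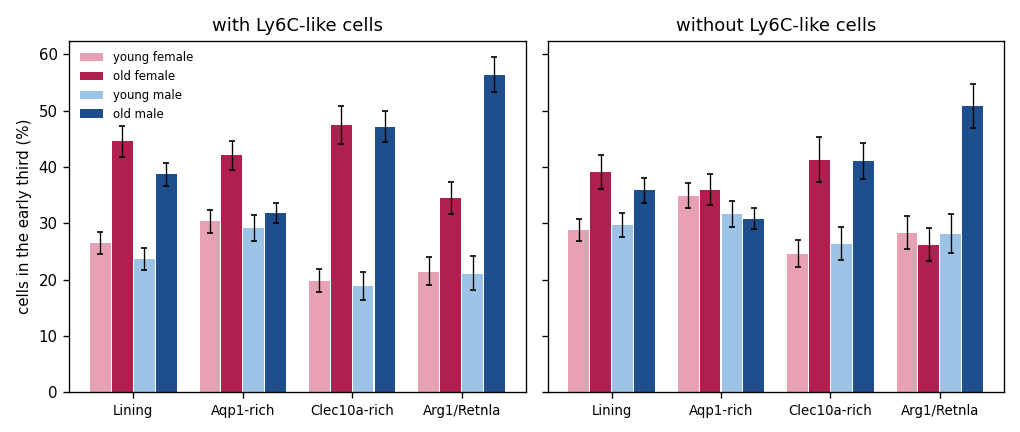
Share of cells (%) in the earliest of 3 parts of each of the 4 branches, by library, with exact 95% counting intervals. Parts were cut by rank of pseudotime with the libraries weighted equally. On the lining-like and Clec10a-rich branches the old libraries stand above the young in both sexes.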

**Figure 5:**
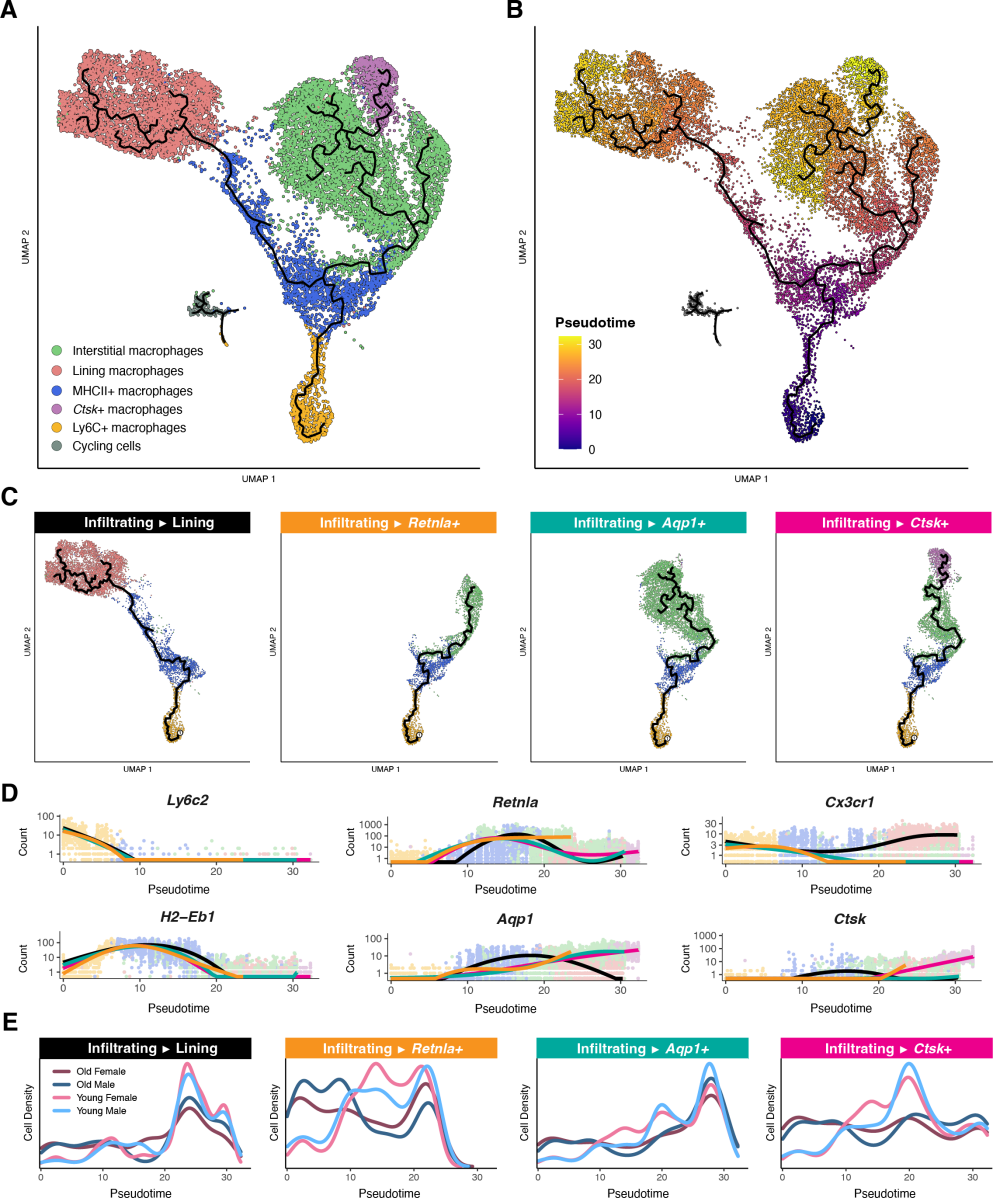
Pseudotemporal distribution of synovial macrophages. **(A)** Integrated UMAP embedding of synovial macrophage subpopulations with trajectories inferred by pseudotime overlaid in black. **(B)** Integrated UMAP embedding of synovial macrophages colored by pseudotime distance from the root infiltrating Ly6C+ macrophages. **(C)** Distinct pseudotime branches from root infiltrating Ly6C+ macrophages to each of four different terminal subpopulations **(D)** Gene expression by pseudotime for key subpopulation genes. Expression counts are shown for each cell, colored by macrophage subpopulation, and modeled for each distinct pseudotime branch with spline curves. **(E)** Cell density vs. pseudotime modeled for each pseudotime branch, split by age and sex.

## Discussion

In this study, we use single-cell technology to investigate synovial macrophage heterogeneity in aging. We define five major macrophage subpopulations based on the literature. We observed age-associated differences in subpopulation proportions that are conserved and distinct between sexes. In particular, we found significantly increased proportions of Ly6C+ infiltrating macrophages and significantly decreased proportions of CX3CR1+ lining macrophages with aging in both males and females. On the other hand, MHCII+ macrophages, which have previously been shown to be monocyte-derived (10), varied in proportion in opposite directions between sexes and were associated with distinct transcriptional changes in aging. Aging synovial macrophages also exhibited differential expression of genes involved in specific biological pathways, such as electron transport chain and MAPK signaling. These datasets are available for further exploration through our hosted UCSC Cell Browser (75) at https://winterlab-cellbrowser.fsm.northwestern.edu/Cell-Browser_Aging_Joint_Synovial_Macrophages/. Taken together, our results support a shift in the synovial macrophage compartment in aging that is sex-dependent.

As expected, we find an increased number of Ly6C+ macrophages, which we classify as infiltrating based on their expression of monocyte genes. Despite their transcriptional similarity to monocytes, these cells were part of the CD64+ fraction of synovial myeloid cells. In our prior work, we have shown that there is a distinct population of CD64- synovial myeloid cells of which a proportion are very similar to circulating monocytes and are positively labelled by intravascular staining (76). However, this population is not included in the current analysis. Therefore, we infer that these Ly6C+ cells are newly arrived monocyte-derived cells distinct from the MHCII+ macrophages, which have likely been in residence for a longer period (10). The expansion of infiltrating macrophages in aged joints is consistent with prior work showing a greater proportion of monocyte-derived macrophages in other aged tissues (54, 63). The persistence of monocyte gene expression may suggest an increased rate of infiltration rather than simply an accumulation over time. Alternatively, it may reflect an impaired differentiation trajectory that prevents these cells from adopting a more tissue-resident phenotype. These possibilities are not mutually exclusive and may reflect aspects of the chronic low-grade inflammation associated with aging.

Sex-associated differences have previously been noted in the transcriptional profile of tissue macrophages and may be exacerbated with age. Prior work from our group noted that biological sex, rather than reproductive cycle, was responsible for differences observed in mice, such as fewer monocytes observed in females (77). In general, macrophages are thought to have higher activation and phagocytic capacity in females with higher TLR4 and pro-inflammatory cytokine expression in males (78). In a meta-analysis, the Benayoun group found that macrophages across tissues exhibited sex-dimorphic gene regulation though the relevant pathways varied across niches (79). In particular, microglia, the brain-resident macrophages, were demonstrated to have differential expression between sexes that develops in adults (80, 81). Sex-specific microglia expression was further augmented with aging, leading to differential phenotypes (82). Similarly, peritoneal macrophages have been shown to deviate between sexes with age, partially due to hormones (83). In data from our previous study, we found differences in the proportions of synovial macrophages in steady-state and over the course of a joint trauma model (60). Thus, our results demonstrating sex-associated changes in synovial macrophages with ages are consistent with literature findings. Further investigation may connect these results to differential penetrance between sexes in mouse models of inflammatory arthritis and possibly to sex-dependent presentation of disease in patients.

Our initial annotation of macrophage subpopulations included the identification of a cluster we labelled as *Ctsk*+ macrophages. *Ctsk* (Cathepsin K) is a well-established marker of osteoclast lineage, suggesting these cells may represent osteoclast precursors, which have been shown to arise from the monocyte/macrophage lineage (84). Eventually, they will differentiate into multinucleated osteoclasts that break down bone tissue (85). While this process is a natural part of bone growth and repair, abnormally activated osteoclasts contribute to the pathology of arthritis (86). Several studies have identified similar subpopulations or transcriptional signatures that suggest the presence of osteoclast precursors, or “osteoclast-like” cells (87), among the synovial macrophage compartment, especially in inflammatory arthritis (8, 60, 88). In our study, the *Ctsk*+ population was significantly expanded with age in males but not in females. Furthermore, older age in females coincided with a significant downregulation of MAPK and cytokine signaling in these cells, which are required for osteoclast differentiation (89). In OA, females exhibit lower percentages of mature osteoclasts compared to males in OA (90). Therefore, our findings suggest that *Ctsk*-expressing macrophages contribute to sex differences in age-associated arthritis.

Pseudotime trajectory analysis revealed age-associated differences in macrophage differentiation dynamics. Ly6C+ infiltrating macrophages were designated as the trajectory root based on studies demonstrating Ly6C+ monocytes can serve as precursors for tissue-resident macrophages (50, 91) and consistent with prior synovial macrophage analyses (87). Importantly, pseudotime analyses capture transcriptional relationships and may not represent true developmental lineages. Therefore, the inferred infiltrating-to-lining trajectory may reflect transcriptional similarity rather than direct differentiation, since synovial lining macrophages have been found to be predominantly embryonically derived (92). In aged mice, we observed a reduced density of differentiation into RELM-α+ (*Retnla*+) macrophages in both sexes and lower proportions of these cells among interstitial macrophages This age-related deficit in homeostatic macrophages (93, 94) could contribute to the persistence of low-grade inflammation and increased susceptibility to joint pathology with aging.

The current study is limited by several factors related to the single-cell technology and experimental design. First of all, it is not possible to ascertain changes in the absolute numbers of synovial macrophage subpopulations since the single-cell datasets represent only samplings of the compartment. Even with flow cytometry data, it is difficult to account for relative changes in cell number due to increased immune infiltration and cell death as part of ankle processing. Additionally, enzymatic digestion may differentially affect recovery of macrophage subtypes; for example, more adherent or fragile populations could be under-represented in the final single-cell suspension. Moreover, variation in cell number across sample groups and subpopulations leads to ranges in statistical power for inferences about differential expression and cell compositions, and this affects our ability to determine which populations are the most altered in an objective manner. Finally, mice were pooled by sex/age group prior to sorting, which precludes assessment of inter-individual variation. Morbidity and mortality reduced the number of mice contributing to female pooled groups (n=3 young, n=4 old vs. n=5 per male group), which may have had an impact on the comparable statistical power. Future studies with larger sample sizes and preserved biological replicates would enable formal assessment of inter-individual variability and strengthen the generalizability of findings, particularly for sex-specific effects.

In summary, our study reveals the sex-associated changes in synovial macrophages from the aging joint. These results provide insight on interpreting aging macrophage studies in joints and other tissues when only one sex is presented. Our conclusions also indicate that additional research is required to dissect the contribution of monocyte-derived macrophages with aging. Studies with expanded time points that span the life of the mouse are needed. Furthermore, epigenomic studies that reveal the underlying changes in gene regulation and functional assays to understand the impact on phagocytic capacity, cytokine production, and mitochondrial respiration are key to identifying how age-related dysfunction arises. Parallel analysis of circulating monocytes and other macrophage populations would help distinguish local, joint-specific changes from systemic, age-related effects on myeloid cells. Continued research using mouse models to study cells *in vivo* and identify key factors will shed light on how age contributes to the development of arthritis and related diseases in humans.

## Data Availability

The datasets presented in this study can be found in online repositories. Count matrices for gene expression and antibody-derived tag (ADT) libraries from single-cell CITE-seq have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE312430 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE312430). An interactive cell browser for exploring the processed single-cell data is available at https://winterlab-cellbrowser.fsm.northwestern.edu/Cell-Browser_Aging_Joint_Synovial_Macrophages/.

## Supplementary material

Supplementary Figure 1 Flow cytometry gating schema and cell counts. **(A)** Flow gating strategy for CD45+CD11B+ cells. Images are from the young female sample group. **(B)** Flow gating strategy for isolation of macrophages used in single-cell analysis (pink) and quantification of dendritic cells (DCs), granulocytes, and monocytes. Black arrows indicate positive gating, while red arrows indicate negative gating. Images are from the young female sample group. **(C)** Proportions of CD45+CD11B+ cell populations among live cells (left), and proportions of monocytes by Ly6C expression levels (right), by age and sex. **(D)** Flow gating strategy for identification of macrophage subpopulations. **(E)** Proportions of macrophage cell populations, by age and sex.

Supplementary Figure 2 Cell clustering and cell type annotation. **(A)** Violin plots showing the distributions of Unique Molecular Identifiers (UMIs) per cell, by age and sex. The dashed red line indicates 5,000 UMIs/cell, below which cells were removed during quality control. **(B)** Violin plots of unique features captured per cell, by age and sex. **(C)** Cellular distributions are shown by age and sex for the percentage of reads mapping to mitochondrial DNA. The dashed red line indicates 5% of reads. **(D)** Integrated UMAP of all cells following quality control, colored by cell type. **(E)** Heatmap of top cell type markers genes. **(F)** Composite lymphocyte gene expression among all cells. **(G)** Composite neutrophil gene expression among all cells. **(H)** Heatmap of gene expression correlations between cell types.

Supplementary Figure 3 Cell type distributions and heterogeneity. **(A)** Integrated UMAP of all cells following quality control, colored by cell type, split by age and sex. **(B)** Cell type proportions by age and sex. **(C)** Intercellular heterogeneity of synovial macrophages by age and sex. **(D)** Transcriptional divergence by age and sex.

Supplementary Figure 4 Differential gene expression counts in synovial macrophages. Upset plots of counts of significantly differentially expressed genes by age within each synovial macrophage subpopulation in **(A)** females and **(B)** males. **(C)** Distributions of *Nfkb1* expression by age, sex, and macrophage subpopulation. *FDR-adjusted p<0.05. **(D)** Distributions of *Tnf* expression by age, sex, and macrophage subpopulation. * FDR-adjusted p<0.05.

Supplementary Figure 5 Distributions of significantly enriched pathway genes. Changes in the proportion of macrophage subpopulations expressing each gene in old mice vs. young mice are shown for males (Y axis) against those in females (X axis) for each subpopulation in select enriched pathways. Leading edge genes are highlighted in dark blue, and other pathway genes are highlighted in pink. Highlighted quadrants depict significant enrichment among upregulated (green) and downregulated (red) genes for a given sex.

Supplementary Figure 6 Pseudotemporal expression of cell surface proteins. Normalized expression of antibody-derived tags (ADT) from CITE-seq are shown by pseudotime for key subpopulation genes. Expression is shown for each cell, colored by macrophage subpopulation, and modeled for each distinct pseudotime branch with spline curves.

# Supplementary material for: Sex-associated transcriptional changes to synovial macrophages in the aging joint
**Source:** Front Immunol. 2026 Mar 3;17:1724385. doi: 10.3389/fimmu.2026.1724385
**Supplement:** Supplementary file 7

The [International Society for the Advancement of Cytometry \(ISAC\)](#) has highlighted the importance of including comprehensive methodological information to ensure data reproducibility and reliability. In line with this, Frontiers in Immunology now requires authors to submit a checklist for manuscripts that involve flow or mass cytometry. This checklist helps standardize the reporting process, improving the quality and transparency of published data. By doing so, we support scientific progress, making it easier for other researchers to replicate and validate experiments.

This form should be submitted with any manuscripts using flow or mass cytometry.

Sample/specimen/material description

☐ Total blood

☐ PBMCs

☐ Organ digests

Other _____

Did the samples suffer any treatment before or after incubation with the antibodies?

☐ Drug _____

☐ Cell permeabilization _____

☐ Dye _____

☐ Propidium iodine

☐ Not applicable

Other _____

Instrument and antibodies

Name of the Cytometer _____

Antibodies and targets	Fluorochrome/ Metal	Catalog number/Company
e.g. anti- ~~CD4~~	FITC	Cat. XXX/ XXX Ltd.

[illegible]

[illegible]

Data analyses

1. Name of the software_____
2. Reference gating strategy in the manuscript or supplementary material

Gating strategy in (eg Figure X) _____

How the deposited data were processed for this re-analysis (not part of the article)

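The deposited matrices hold raw UMI counts per gene, antibody tag and cell barcode, made by the authors with Cell Ranger 7.1.0 and its mm 10 reference; the deposited barcodes are those that Cell Ranger kept as cells, before the authors' own quality control. There are 4 libraries, 1 for each sex and age: 8-month and 22-month mice, with 3 young females, 4 old females, 5 young males and 5 old males pooled. Females were processed on day 1 and males on day 2. The libraries held 109534470 (young female), 66027999 (old female), 61533189 (young male) and 68430278 (old male) UMIs.

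Barcodes under 200 genes or 5000 UMIs were left out. A mixture of 2 regressions of the mitochondrial share on the number of genes, rewritten after the authors' tool, was fitted per library and tested on simulated data, and barcodes above a posterior of 0.75 for low quality with a share above 5% were left out. Between 4 and 128 barcodes per library had a posterior from 0.65 to 0.85. Doublets were scored with scanpy's Scrublet (30 principal components) and removed in the number the paper's supplement gives, since the authors' doublet tool was not available. Analytic Pearson residuals (theta 100) of 2000 variable genes gave 20 principal components, a graph of 20 neighbours and Leiden clusters at resolution 0.4, in place of the authors' normalization, which was not available. Mitochondrial, ribosomal protein and 4 rRNA-contaminated genes were left out of comparisons of expression. A cluster took the class with the highest mean fold over its markers, if at least 3 were present at 20 CPM and 1.5 times the other cells, and if no other class had more markers among its 10 leading genes.

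Counts were summed per class and library, scaled by TMM, and compared within each sex as log2 ratios after adding 1 CPM, with exact 95% intervals of the ratio of counts. Shares have Clopper-Pearson intervals. Both cover counting error alone, as each condition has 1 library, so no p-value was made within a sex. Changes across both sexes were tested with edgeR's quasi-likelihood test (sex and age terms, 1 residual degree of freedom, adjusted p under 0.05), with DESeq2 and limma-voom beside it. The test was checked on simulated data with 200 changed genes. Of 42 gene lists written before the data were examined, each with members of at least 10 CPM, the medians were set against 10000 random lists matched on expression, and camera was run with a fixed correlation of 0.01 and with an estimated one. The estimated one rests on 1 residual degree of freedom, so its p-values can hardly be small. Lists of the study's leading-edge genes were chosen by the study on these samples. Shares of cells with a UMI were taken after thinning each cell to 5000 UMIs, which left out 0 cells. Antibody thresholds came from normal mixtures over centred log ratios, and the CCR2 and CD64 tags were left out as poorly separated. Diffusion pseudotime used 10 components.

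Genes were named by a rule written before the data were examined. It takes every gene the paper names for expression with age. Per class, among genes with a mean of at least 50 CPM, it takes the 10 largest rises and the 10 largest falls in both sexes and the 5 largest opposite changes in each direction, ranked by the smaller of the female and male absolute log2 ratios. It also takes the members with the largest absolute mean log2 ratio of each list described, at most 4 per list. Other genes are marked where they are named. A member of a described list and a sorting marker are not reported here. The values in the paper's tables had been seen. The lists of circadian, hypoxia, erythroid, inflammatory cytokine and interferon genes were chosen for description after their values were seen.

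Alternatives were log-normalized counts, residuals within each library, resolutions 0.2 and 0.8, a minimum of 1000 UMIs, a fixed mitochondrial threshold or none, no doublet removal, thinning, clustering without 6 genes (for shares), other tools and filters for the edgeR test, a fit with no sex term, and leaving out each library. Alternatives chosen after the data were seen were antibody tags thinned to 500, clustering without 6 genes (for genes, lists and correlations), correlations without Arg1, Slc7a2 and Retnla, random lists matched on length, a removed trend with length, single interstitial-like clusters, the cluster led by Ctsk at resolution 0.8, clusters led by Clec10a, and the MHCII-like class with the Arg1/Retnla cluster. Gene coordinates are of GRCm38, GENCODE vM21, which differs in version from the annotation behind the files. Unfiltered matrices were not used here, and the flow cytometry was not analysed here. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.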

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

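The tests of fitted length trends, of clusters behind the Arg1 values and of single pools were chosen after the results were seen. The shares, the list medians and the ratios of Arg1, Flt1, Slc7a2 and Retnla here lie on opposite sides of 0 in the female and the male pair of libraries. These differences between the sexes were not tested, and sex goes with the processing day.

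Over all macrophage-like cells, the log2 ratio of old over young was 1.31 in females and -3.83 in males for Arg1, 1.67 and -1.16 for Flt1, 1.08 and -0.83 for Slc7a2, and 0.53 and -1.65 for Retnla. The interstitial-like share gave -0.31 and 0.15, the share of MHCII-like cells with the Arg1/Retnla cluster (chosen after the values were seen) 0.52 and -0.37, and the fibroblast-like share of kept cells 1.67 and -0.63. Median log2 ratios were 0.62 and -0.28 for hypoxia genes such as Flt1, -0.39 and 0.12 for circadian genes such as Per1 (-0.61 and 0.033), and -4.49 and 1.3 for the 4 erythroid genes such as Hbb-bs and Hba-a1. Some members of these lists went one way in both sexes: Nfil3, a circadian gene (edgeR log2 0.82, SE 0.10, adjusted p = 0.0107), and Vegfa, a hypoxia gene (edgeR log2 1.21, SE 0.21, adjusted p = 0.0425, and 0.0607 by limma-voom), rose, and Per2 (-0.68 in females and -0.26 in males, edgeR adjusted p = 0.190) and Cry1 (-0.59 and -0.12, edgeR adjusted p = 0.411) had lower values in both. Camera across both sexes gave adjusted p = 0.0698 for circadian, 0.398 for hypoxia and 0.00071 for erythroid genes, and 0.690 with an estimated correlation for the last. The erythroid medians lay on opposite sides of 0, so their small p does not show a change shared by the sexes. Hemoglobin genes are genes of red cells, which were lysed before sorting by the paper's methods. They also led interstitial-like cluster 1, and the source of their RNA was not tested. Circadian genes move with the hour of dissection, which is not given in the sources used here.

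Arg1 was higher in old females and lower in old males. Free RNA taken up by every droplet is argued against, since the upper bound of Arg1 in fibroblast-like cells of old females was 4.03% of its level in macrophage-like cells. Clusters drawn from the same genes hardly enter the sum over macrophage-like cells, which are 97.6% of kept cells. Over all kept cells, where no clustering enters, the ratios were 1.26 and -3.92. These nearly restate the observed values and are not an independent test. Within the MHCII-like class, clusters drawn from the same genes could make the size in females. It was 0.22 there (and -6.13 in males) in a clustering without the 6 genes. A difference between single pools of mice cannot be told apart from sex or age with 1 library per sex and age, and a biological difference stays open and untested.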

How the results depend on the processing

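Alternatives with thinned antibody tags, without 6 genes for named genes, lists and correlations, with lists matched on length or freed of a length trend, of single clusters, and of the MHCII-like class with the Arg1/Retnla cluster were chosen after the results were seen, and the cause of each shift was not tested.

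For shares, the log2 ratio of lining-like cells in females was -0.13 with log-normalized counts and with residuals within each library, -0.14 at resolution 0.2, -0.27 with no mitochondrial filter, -0.15 with cells thinned and -0.24 without 6 genes in the clustering. By CX3CR1 protein it was -0.96 in females and -0.92 in males, and reversed to 0.43 and 0.29 with tags thinned, where the threshold was also passed by 42.4% of interstitial-like and 78.5% of Ly6C-like cells and so does not measure lining-like cells. Interstitial-like cells in females gave -0.15 with residuals within each library, -0.16 at resolution 0.8, -0.22 with a minimum of 1000 UMIs, -0.21 without 6 genes and -0.40 by CD163 protein. In males they gave 0.071 with log-normalized counts, 0.050 at resolution 0.8 and 0.083 without 6 genes. By CD163 protein the male value reversed to -0.36, and to -0.25 with tags thinned. The CD163 threshold was also passed by 45.8% of lining-like cells and 60.4% of the Arg1/Retnla cluster. In neither sex does it measure interstitial-like cells. MHCII-like cells in females gave 0.42 with log-normalized counts, 0.031 with residuals within each library, 0.43 without 6 genes and 0.52 with the Arg1/Retnla cluster, and reversed to -0.025 with a fixed mitochondrial threshold and -0.056 by MHC-II protein, though not with tags thinned (0.23). In males they reversed to -0.35 with log-normalized counts, -0.19 with residuals within each library, -0.14 without 6 genes, -0.36 by protein, -0.17 with tags thinned and -0.37 with the Arg1/Retnla cluster.

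The heterogeneity ratio without Ly6C-like and cycling cells was 1.07 in females and 0.90 in males, and in males 1.09 after thinning and 1.11 with log-normalized counts. Correlations without thinning were 0.40 in all macrophage-like and 0.47 in lining-like cells. In MHCII-like cells the correlation was 0.10 from log2 ratios and reversed to -0.27 in classes of log-normalized counts and -0.014 without 6 genes.

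Without a sex term, which takes the place of a replicate block, edgeR called 69 genes in all macrophage-like, 1 in interstitial-like, 14 in lining-like, 0 in MHCII-like, 0 in Ly6C-like cells and 0 in the Arg1/Retnla cluster (731, 335 and 293 at an unadjusted p under 0.05 for the last 3). Leaving out each library in turn, also without a sex term and with the lone library of an arm assumed to vary like the others, gave 89, 88, 73 and 102 genes in all macrophage-like cells without the young female, old female, young male and old male library, and in the same order 25, 78, 106 and 212 in interstitial-like, 38, 18, 56 and 43 in lining-like, 21, 57, 6 and 32 in MHCII-like, 1, 4, 0 and 0 in Ly6C-like cells and 0, 14, 2 and 11 in the Arg1/Retnla cluster (540, 282 and 308 at an unadjusted p under 0.05 for these counts of 0). Without a filter on low counts there were 548, 341, 249, 261 and 66 calls, with Ly6C-like cells moved by less. A minimum of 1000 UMIs gave 111 in all, 310 in interstitial-like, 0 in MHCII-like (835 at an unadjusted p under 0.05), 3 in Ly6C-like cells and 0 in the Arg1/Retnla cluster (182 unadjusted). DESeq2 called 55 in lining-like, 15 in MHCII-like and 1 in Ly6C-like cells, and limma-voom 147 in interstitial-like, 7 in Ly6C-like cells and 8 in the Arg1/Retnla cluster.

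For lists in interstitial-like cells, male medians in cluster 1, also the largest cluster, were 0.063 for Complex I, 0.062 for III, 0.038 for IV and 0.035 for V. In cluster 3 they were 0.0050 for Complex I and reversed to -0.048, -0.037 and -0.065 for the others. Complex V in males was inside the random range at 0.11 with a minimum of 1000 UMIs and with matching on length, and at 0.066 with the trend removed. MAP kinase genes in females were -0.15 in cluster 3. Antioxidant genes were 0.073 in females in cluster 1, and 0.10 in cluster 2 and reversed to -0.0034 in cluster 3 in males. Class II genes in females were -0.074 with a minimum of 1000 UMIs, -0.20 with a fixed and -0.19 with no mitochondrial threshold, reversed to 0.15 in cluster 1 and 0.13 in cluster 2, and were -0.0075 in cluster 3. In males they reversed to 0.12 in cluster 2 and were -0.086 in cluster 3. Alternative activation genes in females were -0.060, -0.040 and -0.080 in clusters 1, 2 and 3, and -0.028 in cluster 2 in males.

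The study's female electron transport genes in males were 0.042 in cluster 1 and reversed to -0.044 in cluster 3, and its male genes 0.033 in cluster 3. Its MAPK genes were -0.18 in females in cluster 3. In males they were -0.026 with a minimum of 1000 UMIs, -0.019 with a fixed mitochondrial threshold, -0.042 in cluster 2 and -0.039 in cluster 3, and reversed to 0.0071 in cluster 1 and 0.098 in the Ctsk-led cluster at resolution 0.8.

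In lining-like cells Complex I in males was 0.097, now outside the random range, in the largest cluster, Complex IV in females 0.069 with the trend removed and class II genes in males -0.092 with a fixed mitochondrial threshold. MAP kinase genes in females were -0.11 with no mitochondrial filter, -0.053 after thinning, -0.097 in the largest cluster and -0.069 with the trend removed. Inflammatory genes in MHCII-like females were -0.21 after thinning. In Ly6C-like cells Complex I was 0.092 in females with the trend removed and 0.18, now outside the random range, in males with no mitochondrial filter, and antioxidant genes were 0.18 after thinning and 0.19 with matching on length in females and 0.24 after thinning in males. With an estimated correlation, camera gave adjusted p = 0.547 for the interstitial-like lists, 0.825 for lining-like, 0.663 for MHCII-like and 0.851 for Ly6C-like ones, and 0.690 for erythroid genes, which gave 0.051 with no sex term (no replicate block). The p-values with an estimated correlation rest on 1 residual degree of freedom and cannot decide whether a call holds.

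Without Ly6C-like cells, the log2 ratio of the early share was 0.44 in females and 0.27 in males on the lining-like branch, 0.75 and 0.64 on the Clec10a-rich branch, 0.042 and, reversed, -0.037 on the Aqp1-rich branch, and, reversed, -0.12 and 0.85 on the Arg1/Retnla branch. With log-normalized counts it was 1.66 and 1.66 on the Clec10a-rich and 0.91 and 1.65 on the Arg1/Retnla branch. The other rule for the root left 100 cells tied and gave the same cell, so dependence on the root was not tested.

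Of single genes, Retnla in MHCII-like females reversed to 0.27 and Pgk1 to -0.15 without 6 genes in the clustering, and Retnla in the Arg1/Retnla cluster of females to 0.033 with a minimum of 1000 UMIs. A further 1045 values of single genes stayed and 198 moved. Among these, values whose counting interval held 0 changed sign: without 6 genes Vegfa in males to -0.55, Pgam1 in females to -0.055 and Osm in females to -0.0067 in MHCII-like cells, Mapkapk3 in interstitial-like males to 0.0036 with a minimum of 1000 UMIs, and Ifi27l2a in Ly6C-like males to -0.086, -0.046 and -0.022 by class totals, DESeq2 size factors and means over cells. Among values that answer a comparison, 558 stayed, 79 moved, 28 reversed, 63 were no longer past their threshold and 2 were newly past it.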

Differences from the paper's values

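Tests of genes and correlations in the clustering without 6 genes, of thinned tags, of clusters led by Clec10a and of the MHCII-like class with the Arg1/Retnla cluster were chosen after the results were seen. The paper's tests took cells as replicates, whereas libraries are the unit here.

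The paper's share of the Clec10a-expressing cluster in young females is about 9.1% in Fig. 2D, read by eye, against 17.3% here for the Clec10a-rich cluster. The groups are unlike, as the paper splits off Retnla-expressing interstitial cells, for which no cluster was found here, and the Clec10a-rich cluster also had the Retnla-rich markers Egfr (2.96-fold) and Cd36 (1.58-fold) raised. Interstitial-like clusters led by Clec10a, chosen after the values were seen, held 24.3% with log-normalized counts, 20.2% with residuals within each library, 22.8% and 15.9% at resolutions 0.2 and 0.8, 26.1% with a minimum of 1000 UMIs, 27.9% with a fixed and 22.4% with no mitochondrial threshold, 27.2% with no doublets removed, 14.0% with cells thinned and 29.7% without 6 genes, all of which still differ. The paper's correlation between the sexes is 0.27 in interstitial macrophages, against 0.29 here over a wider class that takes in Ctsk+ cells, and 0.32 without thinning, 0.22 from log2 ratios, 0.32 for genes in at least 20% of cells and 0.31 in classes of log-normalized counts. In lining macrophages the paper's value is 0.39, against 0.12 here, and 0.47, 0.16, 0.12 and 0.11 in the same order. In MHCII+ macrophages the paper's value is -0.11, against 0.25 here, and 0.24, 0.10, 0.26 and -0.27. The groups are unlike, as the paper's holds Arg1+ cells and the class here leaves out the Arg1/Retnla cluster, which gave r = -0.17. No correlation was computed with that cluster added. With no error stated on either side, a correlation counts as different here when it is not equal at 2 decimals, and by this rule all of these differ. The interstitial values and the 0.47 in lining cells lie within 0.1 of the paper's, and the -0.27 in MHCII-like cells has the paper's sign. So does r = -0.014 from the clustering without 6 genes, chosen after the values were seen, which also lies within 0.1 of it.

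The paper reports a smaller MHCII+ share in old than in young males. The groups are unlike, as the paper's holds Arg1+ cells and the MHCII-like class here leaves out the Arg1/Retnla cluster. The share was 10.7% in young and 12.0% in old males here. With that cluster it was 17.9% and 13.9% in males and 20.5% and 29.5% in females, which have the paper's directions, though the female shares are above the paper's 12.9% and 17.3%. The share was also lower in old males under log-normalized counts (log2 -0.35), residuals within each library (-0.19), the clustering without 6 genes (-0.14) and MHC-II protein (-0.36, and -0.17 with tags thinned). It reports an interstitial share in males that hardly differs with age, against 43.5% and 48.5% here in a class that takes in Ctsk+ cells. It reports a separate Ctsk+ population, which no clustering here gave under the marker rule, although cluster 4 at resolution 0.8 held 1670 cells led by Ccn2 and Ctsk. It reports discordant changes of Retnla in MHCII+ cells, against -0.11 in females and -1.06 in males here, and 0.27 in females in the clustering without 6 genes. It reports fewer cells per library on average in its text (4,019) than its supplement gives (4079).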

Other observations

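Tests of fitted length trends and of single clusters were chosen after the results were seen. Differences between the sexes were not tested.

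In Ly6C-like cells, the alarmin gene S100a8 rose from 16.6 to 66.2 CPM in females and from 11.9 to 166 CPM in males (edgeR log2 2.74, SE 0.30, adjusted p = 1.68e-15), which neutrophil RNA can also bring. Cxcl2, a neutrophil chemokine gene, rose by log2 1.03 (SE 0.20, edgeR adjusted p = 0.000466), and Ccl7, a monocyte chemokine gene, fell by 1.44 on the log2 scale (SE 0.29, edgeR adjusted p = 0.000988). These calls depend on the form of the test: edgeR called 25 genes in Ly6C-like cells, DESeq2 1 and limma-voom 7. With a minimum of 1000 UMIs edgeR called 3. The young libraries held 91 female and 72 male Ly6C-like cells. Interferon-stimulated genes such as Ifit3b (log2 0.42 in females and -1.60 in males) were higher for 27 of 30 members in old females (median 0.40) and lower for 23 in old males (median -0.21), with limma camera adjusted p = 0.254 across both. Oas2 (1.21 and 0.48) and Ifi27l2a (1.19 and 0.0051) were among the 7 members higher in old males. In the Arg1/Retnla cluster, Chil3, a chitinase-like gene, was 211 and 11.9 CPM in young and old females and 13.4 CPM in young males, with 0 counts in old males (edgeR adjusted p = 3.33e-05).

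In MHCII-like cells, inflammatory cytokine genes had a median of -0.37 in females and 0.56 in males (limma camera adjusted p = 0.613). Their members Il1b (0.35 in females and 1.10 in males) and Osm (0.053 and 1.24) had positive values in both sexes, unlike the female median. Glycolysis genes such as Pgk1 (0.29 and -0.96) and Pgam1 (0.099 and -0.76) had medians of 0.057 and -0.52 (limma camera adjusted p = 0.000171, and 0.663 with an estimated correlation), and hypoxia genes such as Vegfa (1.82 and 0.17) and Bnip3 (0.96 and -1.61) 0.83 and -0.67 (limma camera adjusted p = 0.161). In lining-like cells, class II genes such as H2-Aa (1.61 and -0.36) and Cd74 (1.67 and -0.47) had medians of 1.27 and -0.23 (limma camera adjusted p = 1.17e-05, and 0.825 with an estimated correlation), and H2-DMa rose in both sexes (edgeR log2 0.71, SE 0.15, adjusted p = 0.0298). For these glycolysis and class II lists, with medians on opposite sides of 0, a small camera p does not show a change shared by the sexes.

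Nuclear-encoded electron transport genes were higher in interstitial-like cells of old females. A bias with transcript length is argued against as the whole cause: both Complex I and Complex IV stayed at percentile 100 of random lists matched on length, and the lower of their medians was 0.24 after a fitted trend was removed. Matching alone is not decisive. Simulated lists of the 36 shortest genes with a length trend and no other change reached percentile 97.75, and 95.4 with the trend removed. The matched lists also had longer transcripts (median 1211.5 against 1025.5 nt for Complex I and 1040 against 765 nt for Complex IV). With the trend removed, random lists still had a median of 0.094 for Complex I, so some length effect can remain. The mitochondrial filter is argued against, as other filters kept at least 89.8% of the medians, and so is depth, with a median of 0.31 after thinning. A difference between single pools of mice, and a biological one, stay open and untested.

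MAP kinase genes were lower in interstitial-like cells of old females. Transcript length is argued against by percentile 0.03 with matching on length and by a median of -0.16 after a fitted trend was removed, and depth by a median of -0.21 after thinning. In cluster 3 alone the median of -0.15 lay inside the range of random lists. A difference between single pools of mice, and a biological one, stay open and untested.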
